# Dissecting the Acid Stress Response of *Rhizobium tropici* CIAT 899

**DOI:** 10.3389/fmicb.2018.00846

**Published:** 2018-04-30

**Authors:** Julio Guerrero-Castro, Luis Lozano, Christian Sohlenkamp

**Keywords:** *Rhizobium tropici* CIAT899, pH, acid stress response, Tn*5*, transcriptome, RNA-Seq

## Abstract

*Rhizobium tropici* CIAT899 is a nodule-forming α-proteobacterium displaying intrinsic resistance to several abiotic stress conditions such as low pH and high temperatures, which are common in tropical environments. It is a good competitor for *Phaseolus vulgaris* (common bean) nodule occupancy at low pH values, however little is known about the genetic and physiological basis of the tolerance to acidic conditions. To identify genes in *R. tropici* involved in pH stress response we combined two different approaches: (1) A Tn*5* mutant library of *R. tropici* CIAT899 was screened and 26 acid-sensitive mutants were identified. For 17 of these mutants, the transposon insertion sites could be identified. (2) We also studied the transcriptomes of cells grown under different pH conditions using RNA-Seq. RNA was extracted from cells grown for several generations in minimal medium at 6.8 or 4.5 (adapted cells). In addition, we acid-shocked cells pre-grown at pH 6.8 for 45 min at pH 4.5. Of the 6,289 protein-coding genes annotated in the genome of *R. tropici* CIAT 899, 383 were differentially expressed under acidic conditions (pH 4.5) vs. control condition (pH 6.8). Three hundred and fifty one genes were induced and 32 genes were repressed; only 11 genes were induced upon acid shock. The acid stress response of *R. tropici* CIAT899 is versatile: we found genes encoding response regulators and membrane transporters, enzymes involved in amino acid and carbohydrate metabolism and proton extrusion, in addition to several hypothetical genes. Our findings enhance our understanding of the core genes that are important during the acid stress response in *R. tropici*.

## Introduction

The response to acidic stress conditions is understood best in enterobacteria, and *Escherichia coli, S. enterica* var. Typhimurium, *P. mirabilis* and *Y. enterocolitica* (Castanie-Cornet et al., 1999; Kieboom and Abee, 2006; De Biase and Pennacchietti, 2012), all have effective systems to contend with acid stress. Well-known are the decarboxylation systems, which are composed of two components: a decarboxylase and an antiporter. Protons are consumed in the cytoplasm through the decarboxylation of specific amino acids and the corresponding antiporter exports the decarboxylation product and imports more of the required amino acid (Foster, 2004). The best-studied example is the glutamate decarboxylase (Gad) system depending upon the concerted action of glutamate decarboxylase (GadA/GadB) and of the glutamate/GABA antiporter, GadC (Foster, 1999; Audia et al., 2001; Lund et al., 2014).

*Rhizobium tropici* CIAT899 is an α-proteobacterium capable of establishing a symbiosis with different leguminous plants including common bean (*Phaseolous vulgaris*) (Martínez-Romero et al., 1991). During this symbiosis root nodules are formed, which are specialized organs where biological nitrogen fixation (BNF) will take place (Suzaki et al., 2015). The efficiency of this symbiosis can be restrained by different environmental conditions, such as high temperature and low pH (Martínez-Romero et al., 1991; Graham et al., 1994; Hungría et al., 2000; Vinuesa et al., 2003). For example under acidic pH conditions, where survival and persistence of the bacteria are limited, nodulation and BNF can be severely affected. Acidic conditions can be found in the rhizosphere of plants, where the pH is lowered by plant exudates containing protons and organic acids, and inside symbiosomes (Udvardi and Day, 1997). Compared to most other nodule-forming bacteria *R. tropici* CIAT899 presents an increased resistance to acidic growth conditions.

A few studies trying to identify the genetic determinants of growth at acidic pH have been made in *R. tropici* (Riccillo et al., 2000; Vinuesa et al., 2003; Rojas-Jiménez et al., 2005; Vences-Guzmán et al., 2011). In 2003, Vinuesa et al. (2003), identified novel rhizobial genes required for acid tolerance. During a screen of a small Tn*5* mutant library composed of 1,728 clones, they identified two mutants affected in acid tolerance. In one mutant, the Tn*5* was inserted in the *sycA*-*olsC* gene cluster and in the second mutant, it was inserted in the *lpiA*-*atvA* operon. OlsC catalyzes the hydroxylation at the 2-position of the secondary fatty acid of ornithine lipids (OLs). The presence of this hydroxyl group has been correlated later to an increase tolerance to acidic conditions and high temperatures in CIAT899 (Vinuesa et al., 2003; Rojas-Jiménez et al., 2005; Vences-Guzmán et al., 2011). LpiA is a lysyl-phosphatidylglycerol synthase homologous to MprF from *Staphylococcus aureus* and the *atvA* gene is encoding a putative serine lipase homologous to the virulence proteins AcvB and VirJ from *Agrobacterium tumefaciens*. It was demonstrated that *lpiA* is induced under acidic conditions, and that LpiA participates in lysyl-phosphatidylglycerol (LPG) biosynthesis, which confers an increased resistance of *R. tropici* CIAT899 to the cationic peptide polymyxin under acidic growth conditions (Vinuesa et al., 2003; Sohlenkamp et al., 2007). Transcriptional induction of *lpiA* expression was also induced in *Sinorhizobium medicae* and *Sinorhizobium meliloti* as part of the response to low pH (Reeve et al., 2006; Hellweg et al., 2009). GshB participates in glutathione biosynthesis (Riccillo et al., 2000), which is necessary to grow in several environmental conditions like oxidative stress, osmotic stress and acid stress and transcription of *gshB* is induced under acidic stress conditions as shown by quantitative PCR (Muglia et al., 2007).

In addition, the CIAT899 genome encodes homologs to several proteins that are involved in acid stress response in other bacteria: (1) *eptA* encodes a putative lipid A phosphoethanolamine transferase, which confers acid resistance in *E. coli, Salmonella typhimurium*, and *Shigella flexneri* 2a (Martinić et al., 2011); (2) *cfa* encodes cyclopropane-fatty-acyl-phospholipid synthase which enhances acid tolerance in *E. coli* by reducing the permeability of the membrane to H^+^ (Shabala and Ross, 2008; Sohlenkamp, 2017). Five different copies of *cfa* genes are encoded in the genome of *R. tropici* CIAT899; (3) H^+^/Cl^−^ antiporters are responsible for protons extrusion when *E. coli* or *Helicobacter pylori* are exposed to acidic conditions (Inoue et al., 1999; Padan et al., 2004; Padan, 2008). CIAT899 possesses four genes encoding antiporters that possibly help to maintain pH homeostasis; (4) Exopolysaccharide (EPS) biosynthesis has been related to acid tolerance. In *S. meliloti* it has been shown that genes related to EPS production are expressed under acidic conditions (Cunningham and Munns, 1984; Hellweg et al., 2009) and the genome of CIAT899 encodes several *exo* genes and EPS production could help the bacteria to resist acid stress. It is not known, if the orthologues to these genes involved in acid stress response in other bacteria have a function during the acid stress response in *R. tropici*.

Vinuesa et al. (2003) had identified at least two novel genes involved in the acid stress response in *R. tropici* out of a screen using only 1,728 mutants. As the genome of *R. tropici* CIAT899 contains more than 6,280 genes (Ormeño-Orrillo et al., 2012), we think that it should be possible to discover further novel genes having a function in acid stress response in this organism. Here we present a study combining random transposon mutagenesis with transcriptomics to obtain a broad catalog of genes important or essential for the acid stress response in *R. tropici* CIAT899.

## Materials and methods

### Bacterial strains and culture conditions

Bacterial strains and plasmids used in this work are listed in Table 1. *R. tropici* CIAT899 was routinely grown in TY medium (Beringer, 1974) or the minimal medium described by Kingsley and Bohlool (Kingsley and Bohlool, 1992), adjusted to pH 6.8 [MM- buffered to pH 6.8 with 20 mM Hepes (*N*-(2-Hydroxyethyl)piperazine-*N*′-(2-ethanesulfonic acid))] or to pH 4.5 (MAM-buffered to pH 4.5 with 25 mM Homopipes (Homopiperazine-*N,N*′-bis-2-(ethanesulfonic acid))), Research Organics, Cleveland, OH, USA) at 30°C. MM and MAM were solidified with 0.8% gelrite (Carl Roth GmbH, Karlsruhe, Germany). *E. coli* strains were grown in Luria-Bertani (LB) medium at 37°C. Antibiotics were added at the following final concentrations (μg/mL): kanamycin (Km) 150; carbenicillin (Cb) 100; tetracycline (Tc) 10, and nalidixic acid (Nal) 20.

**Table 1:** Bacterial strains and plasmids used in this study.

**Strains or plasmid**	**Relevant characteristics**	**References**
***Rhizobium tropici***		
^A^CIAT899	A bean-nodulating strain acid tolerant, Nal^r^	Martínez-Romero et al., 1991
***Escherichia coli***		
DH5α	*recA*1, Δ*acU*169, _80d*lac*ZΔM1	Hanahan, 1983
HB101	*supE*44 *hsdS*20 (r–Bm–B) *recA*13 *ara*-14 *proA*2 *lacY*1 *galK*2 *rps*L20 *syl-5 mtl*-1	New England Biolabs
S17.1	*thi pro hsdR*– *hsdM*Δ *recA*, RP4 integrated in the chromosome, 2-Tc::Mu- Km::Tn*7*(Tp^r^/Sm^r^)	Simon et al., 1983
**PLASMIDS**		
pET17B	Expression vector, Cb^r^	Studier, 1991
pRK404	Broad-host-range vector, Tc^r^	Ditta et al., 1985
pBBR5MCS-2	Broad-host-range plasmid, Km^r^	Kovach et al., 1994
pUC18	Cloning vector, Amp^r^	Yanisch-Perron et al., 1985
pK18mobsacB	Conjugative suicide vector, Km^r^	Schäfer et al., 1994
pSUP1011	Mobilizable suicide plasmid for Tn*5* mutagenesis	Simon et al., 1983

*^A^CIAT stands for “Centro Internacional de Agricultura Tropical,” which is located in Cali, Colombia*.

### Tn*5* mutagenesis of *Rhizobium tropici* CIAT899

A general Tn*5* transposon mutagenesis of *R. tropici* CIAT899 was performed via conjugal transfer of pSUP1021 into CIAT899 utilizing *E. coli* S17.1 as the donor strain (Simon et al., 1983). Appropriate dilutions were plated on TY medium, supplemented with kanamycin and nalidixic acid to select for Tn*5* transconjugants. Individual colonies were transferred to microtiter plate wells with TY medium and were grown overnight at 30°C. Glycerol was added to a final concentration of 30% (w/v) and the mutant library was stored at −80 °C. To check the quality of the library, 10 transconjugants were randomly selected, genomic DNA was extracted, digested with *Eco*RI (New England Biolabs), and Southern blot hybridization was performed using a digoxigenin-labeled probe hybridizing to a fragment of the Tn*5*. The probe was synthesized using the oligos Tn5-1 and Tn5-2 (Table 2). This analysis established that the transposon had inserted in each strain only once and into different regions within the genome of *R. tropi*ci CIAT899.

**Table 2:** Primers used in this study.

**Primer**	**Length**	**DNA sequence (5′ to 3′)**	Tm^*^ (°C)	**References**
Tn5-1	20	CATTGAAGCGGGAAGGGACT	68.1	This study
Tn5-2	20	AGATCCTCGCCGTCGGGCAT	69.8	This study
BL	20	GGGGACCTTGCACAGATAGC	55.8	Huang et al., 2000
BR	23	CATTCCTGTAGCGGATGGAGATC	56.9	Huang et al., 2000
IR1	21	GAGCAGAAGTTATCATGAACG	50.3	Huang et al., 2000
IR2	29	CGGGATCCTCACATGGAAGTCAGATCCTG	64.3	Huang et al., 2000

Tm^*^ was calculated for DNA/DNA hybrid with a monovalent cation concentration of 100 mmol^−1^ using the program Tm calculator on the NEB webpage (http://tmcalculator.neb.com/#!/).

### Screen for acid-sensitive mutants

The ordered mutant library was replica-plated from the glycerol stock onto TY plates and grown for 3 days. Clones were transferred using a 48-pin replicator onto MM and MAM plates, and grown for 5 days. Mutants that grew as the wildtype under neutral pH conditions (MM), but that were strongly affected or that did not grow at low pH (MAM) were selected for further analysis. The Tn*5* insertion sites were mapped using two approaches. Most of the transposon insertion sites were determined using inverse PCR (iPCR) using the oligos described in Table 2. Briefly, 1 μg of genomic DNA of an acid-sensitive mutant is digested with the enzyme *Bam*HI (New England Biolabs) that cuts just in the middle of the Tn5. Following digestion, the reactions were inactivated at 65°C for 15 min. The restricted DNA was circularized overnight at 16°C in 100 μL reactions with 200 U of T4 DNA ligase (New England Biolabs), and then purified with High Pure PCR Product Purification Kit (Roche). The iPCR mix contained 10 μL of 10x PCR buffer, 6 μL of 25 mM MgCl_2_ (final concentration of 1.5 mM), 2 μL 10 mM dNTP mix (final concentration of 200 μM each dNTP), 0.5 μM (4 μL) of each primer (different combinations like BL-IR1, BL-IR2, or BR-IR1, BR-IR2 were used for the amplification, see Table 2), 10 μL (500 ng) of circularized template and 1.6 U of rTth DNA polymerase XL (Applied Biosystems) and ultrapure water (Milli-Q). The target DNA sequence was amplified using the following program: 94°C for 10 min, then 35 cycles 94°C for 1 min, 68°C for 5 min and 72°C for 10 min, and finally 72 °C for 10 min. PCR products were purified and sequenced (using different combinations of primers (see Table 2) at the Institute of Biotechnology (IBt) of the UNAM and mapped to the reference genome to identify the position of the Tn*5* insertions. For the other approach genomic DNA of acid-sensitive mutants was digested with *Eco*RI (cuts Tn*5* sequence without damaging the kanamycin resistance cassette) and then cloned into pUC19. After transformation we selected for kanamycin-resistant clones containing the resistance cassette and flanking sequences from the *R. tropici* genome. Plasmids were sequenced, and the insertion sites were mapped in the reference genome.

### RNA isolation

*R. tropici* CIAT899 was pre-grown in TY medium, then cultured in MM (control pH 6.8) (sample AR) or MAM (pH 4.5) (sample BR) until an OD620 of 0.6–0.7. For acid shock treatment cells were cultured in MM medium to mid-log phase, then washed with MAM and incubated another 45 min in MAM (pH 4.5) (sample CR). Cells were harvested by centrifugation and the pellets were immediately frozen in liquid nitrogen. Total RNA was prepared using the RNeasy mini kit (QIAGEN, Hildesheim, Germany) with some modifications. Pellets were resuspended in RLT buffer supplemented with lysozyme (20 mg per mL; QIAGEN, Hildesheim, Germany) and containing Zirconium Oxide Beads (0.5 mm, Next Advance). Cells were disrupted using the Bullet Blender Tissue Homogenizer (Next-Advance) in impact-resistant 2 mL tubes. Genomic DNA was eliminated by digestion with RNase-free DNase (QIAGEN, Hildesheim, Germany) for 20 min at room temperature. Final RNA concentrations were determined using a NanoDrop (Thermo Scientific). The typical OD260 to OD280 ratio of RNA samples was approximately 2.0. The integrity of RNA samples was verified using a TapeStation 2,200 instrument (Agilent Technologies) and the RNA integrity number (RIN^e^) was determined. Three independent total RNA extractions were obtained for each condition and each one was analyzed separately.

### RNA-seq and data analysis

RNA-Seq libraries were prepared using the TruSeq RNA sample Prep kit (Illumina) and sequenced (150 nt per read) by HiSeq 2500 instrument (Illumina) at the Beijing Genomics Institute (BGI, China). For the analysis of RNA-Seq data, Bowtie2 was used to align raw reads to the *R. tropici* CIAT 899 genome (Genbank entry CP004015, CP004016, CP004017, and CP004018) and samtools was used to obtain BAM files. Differentially expressed genes (DEGs) were obtained via NOISeq 2.14.1 Bioconductor package using local fit and betaPrior parameter set to False. NOISeq implements differential expression analysis based on the Negative Binomial distribution. A false discovery rate (FDR) threshold of 0.95 was set for DEG calling. Sample clustering and principal component analyses were performed upon variance stabilizing transformation of expression data (NOISeq package). Transcripts were called as differentially expressed when the FDR-Log2FC adjusted *p*-values were below 0.05 and fold-changes over 2 (Tarazona et al., 2011, 2015).

### Functional categorization of genes

The Clusters of Orthologous Groups (COGs) database was used to classify DEGsin *R. tropici* CIAT899 into functional categories (https://www.ncbi.nlm.nih.gov/COG/).

## Results

### Insertional mutagenesis of *Rhizobium tropici* CIAT899 and selection of acid-sensitive transposon mutants

*R. tropici* CIAT899 has a 6.3 Mb genome in which some 6,280 protein-encoding genes are annotated. The aim was to saturate the genome with transposon insertions or at least to come close to saturation. An ordered library of 18,300 mutants was constructed using Tn*5*-derived transposons (Simon et al., 1983). For a small subset of mutants, we showed that each one presented a single Tn*5*-insertion and that they presented different RFLPs, indicating that the insertions were at different sites. Mutants were replica-plated on TY medium from the 96-well plate glycerol stock. After 3 days of growth, cells were replicated to minimal acid medium (MAM) and to neutral minimal medium (MM) to identify and select acid-sensitive mutants. Mutants were grown for 5 days, selecting those that grew at neutral pH as well as the wildtype but did not grow at acidic pH or that showed a drastically reduced growth under the latter condition (Figure 1). We grouped the mutants into two classes, those unable to grow at acid pH (AS: acid-sensitive) and those that presented only residual growth (MAS: mildly acid-sensitive). In total, 26 mutants were identified that showed growth deficiency under acid conditions, of these three are AS and 23 MAS at pH 4.5. We succeeded in identifying 17 Tn*5* insertions among these (Table 3). Most mutants presented insertions sites in the chromosome (14 mutants), except JG283 and JG9867, for which the insertion site was located in the megaplasmid pC (locus tag RTCIAT899_RS28660, polysaccharide biosynthesis protein). Megaplasmid pC has the characteristics of a chromid (Harrison et al., 2010), since it harbors essential genes involved in the biosynthesis of vitamins like thiamine and cobalamine. For mutant JG6057 the transposon insertion site was located to the plasmid pA (locus tag RTCIAT899_ RS18385, hypothetical protein). This is the smallest plasmid of *R. tropici* CIAT899, it is self-transmissible and includes various conjugation systems genes (Figure 2 and Table 3). None of the insertions was localized in the symbiotic plasmid (pSym or pB).

**Figure 1:**
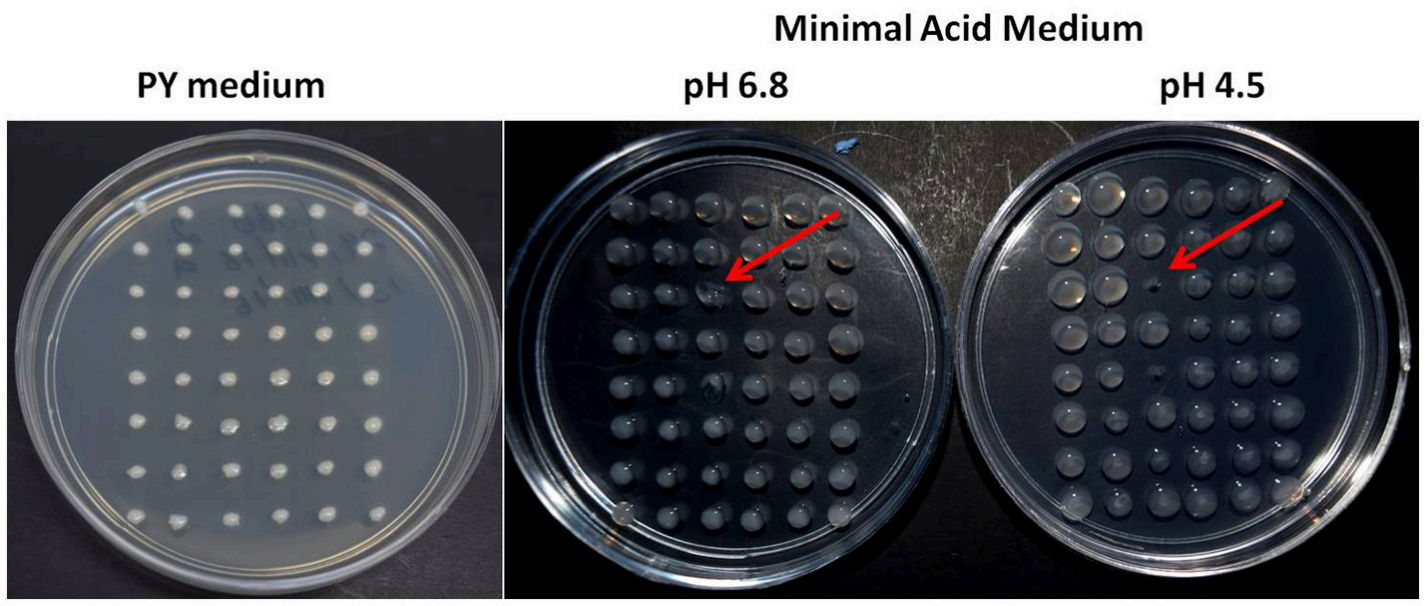
Screening of the *R. tropici* CIAT899 transposon mutant library for acid-sensitive mutants. A set of 48 Tn*5* mutants on complex TY medium, minimal medium (MM) and minimal acid medium (MAM) after 5 days of incubation. The arrow on the MAM plate indicates the position of an acid-sensitive strain (JG9587).

**Table 3:** Description of the acid-sensitive mutants identified in the mutant library.

**Mutant**	**Locus tag**	**Phenotype**	**log2FC**		**Gen product**
			**AR vs. BR**	**AR vs. CR**	
JG241	RTCIAT899_RS09205	MAS	0.082820403	0.358090297	Triose-phosphate isomerase
JG1042	RTCIAT899_RS09635	MAS	0.562135533	0.019664157	Ribulose phosphate 3-epimerase.
JG4882	RTCIAT899_RS05920	MAS	1.127623534	0.775841137	prolyl aminopeptidase
JG6187	RTCIAT899_RS18500	MAS	0.2711116	0.62190933	Acs acetyl-coenzyme A synthetase
JG5373	RTCIAT899_RS15005	MAS	−0.19186143	0.374167234	Glutathione-dependent formaldehyde-activating GFA
JG283 JG9867	RTCIAT899_RS28660	MAS	−1.16368769	−0.27188271	Polysaccharide biosynthesis protein (pC)
JG8656	RTCIAT899_RS13445	MAS	−0.16562978	−0.35630822	Ornithine lipid biosynthesis protein OlsC.
JG9587	RTCIAT899_RS14675	AS	0.033702161	−0.04398059	K+/H+ antiporter
JG163	RTCIAT899_RS14610	AS	0.810602571	0.312163145	Virulence factor family protein
JG9477	RTCIAT899_RS00995	MAS	−0.07145354	−0.56570741	MarR family transcriptional regulator
JG8654	RTCIAT899_RS09190	MAS	0.048965121	0.482194227	Transcriptional regulator FtrA
JG2646	RTCIAT899_RS05450	AS	1.131753457	1.39942044	DNA-binding response regulator
JG1076	RTCIAT899_RS31680	MAS	0.050745221	−0.56595384	Hypothetical protein
JG4655					
JG6057	RTCIAT899_RS18385	MAS	0.035556937	−0.30504672	Hypothetical protein (pA)
JG5634	RTCIAT899_RS20115	MAS	0.43645166	0.498978895	IS5/IS1182 family transposase

*The site of transposon insertion, the phenotype and the predicted gene product are described for each mutant. For comparison, the expression data obtained by RNA-Seq for these genes are presented. For example the transposon insertion in mutant JG2646 was localized to a gene encoding a DNA-binding response regulator and its expression was more than 2-fold induced in both cases (AR vs. BR and AR vs. CR). 

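RTCIAT899_RS05450, the gene for the DNA-binding response regulator, had its highest mean level at pH 6.8. Its level was 818 ± 875 CPM at pH 6.8, 370 ± 74.3 CPM in cells adapted to pH 4.5 and 304 ± 157 CPM after acid shock (mean ± SD, n = 3 libraries). CPM are the read counts of a gene relative to its library's total, as computed by edgeR with TMM factors. Written as acid over pH 6.8, the log2 fold change was −1.14 (standard error 0.79, adjusted p = 0.65) in adapted cells and −1.43 (standard error 0.79, adjusted p = 0.999) after shock, both from edgeR's quasi-likelihood test. Of its pH 6.8 libraries, replicate 3 held 1825 CPM and the others 373 and 255 CPM, and without replicate 3 the same values were 0.24 and −0.04. RTCIAT899_RS28660, which encodes a polysaccharide biosynthesis protein, had a log2 fold change of 1.15 (standard error 0.78) in adapted cells. For RTCIAT899_RS05920, which encodes prolyl aminopeptidase, it was −1.15 (standard error 0.63). Of the 15 genes with an insertion, 4 had a higher and 11 a lower mean in adapted cells, with a median log2 fold change of −0.07 whose sign changes with upper-quartile factors. After shock, 6 had a higher and 9 a lower mean, with a median of −0.33. None of the 15 was called by edgeR in either comparison, over all genes or adjusted over the list alone, and the counts at an unadjusted p under 0.05 and by DESeq2 were 0 as well. As a list, which insertion phenotypes and not expression had chosen, they did not differ from other genes in limma's camera test (adjusted p = 0.657 in adapted cells and 0.629 after shock). The pH 6.8 replicate 1 and acid shock replicate 3 files hold identical counts for 13 of the 15.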

AR vs. BR = pH 6.8 vs. pH 4.5, AR vs. CR, pH 6.8 vs. acid shock for 45 min to pH 4.5, pA, pRtrCIAT899a; pC, pRtrCIAT899c*.

**Figure 2:**
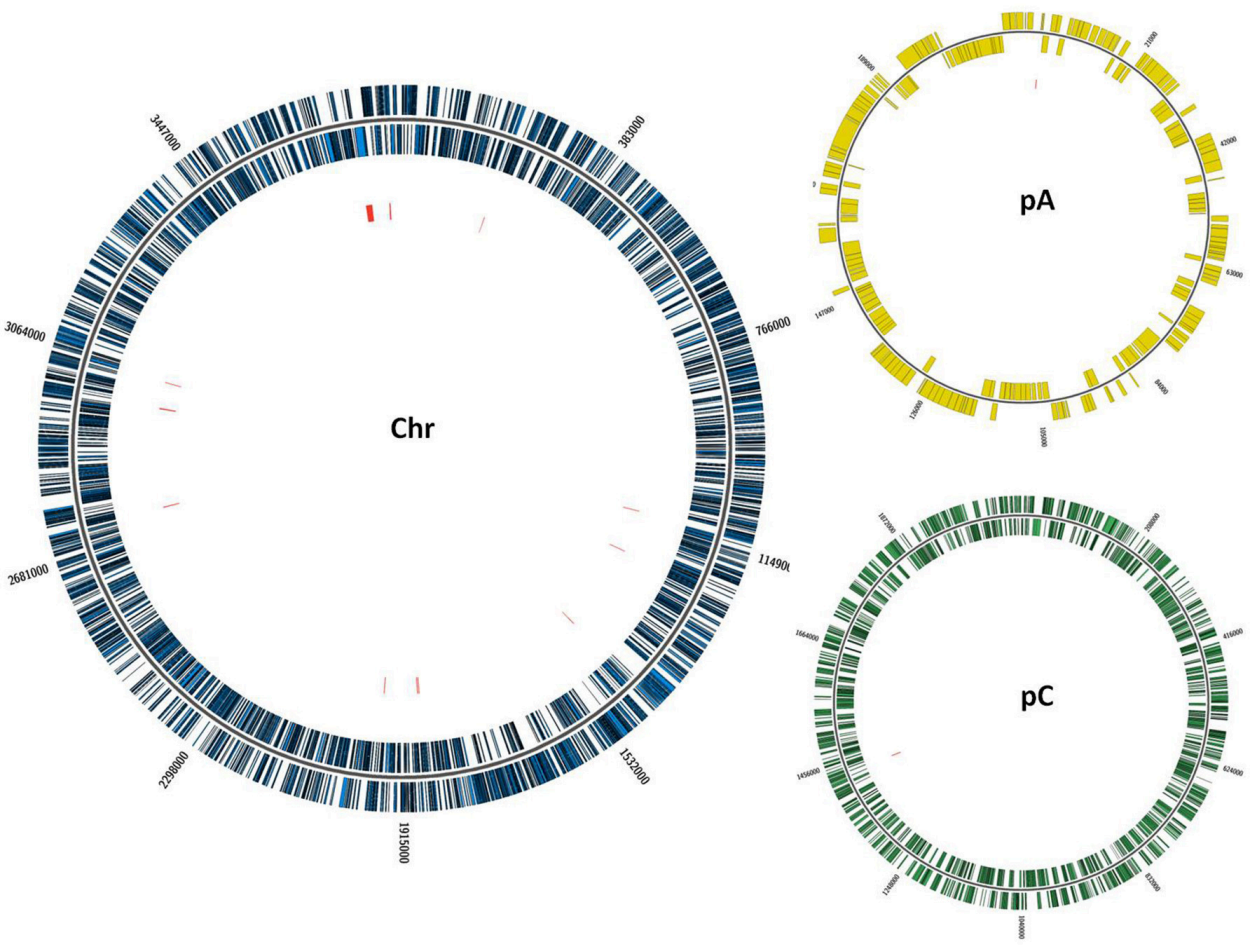
Location of transposon insertions (899::Tn*5*) in the *R. tropici* CIAT899 chromosome. Sites of transposon insertions are indicated by the red lines inside the circles. Colors in the three largest rings represent chromosome (blue), the smallest plasmid *pRtrCIAT899a* (pA) (yellow), and megaplasmid *pRtrCIAT899c* (pC) (green).

### Transcriptomic analysis shows that many genes are expressed differentially in response to acidic conditions

The principal aim of this study was to identify novel genes important during acid stress in *R. tropici*. The screening of Tn5 mutants allowed us to identify genes that are important under acid stress, but dispensable under neutral pH conditions. Unfortunately, this approach would not allow for the identification of genes that are important during acid stress, but that are at the same time essential for growth at neutral pH. We guessed that these genes should be either transcriptionally induced or repressed during acid stress. *R. tropici* CIAT899 cells were grown under control conditions (pH 6.8 adapted, sample AR), in MAM at pH 4.5 (pH 4.5 adapted cells, sample BR), or pre-grown at pH 6.8 until an OD 600 nm of 0.6, washed and then transferred to pH 4.5 for 45 min (acid-shocked, sample CR). Three independent biological experiments were performed for each condition and transcriptomes were analyzed by RNA-Seq. Libraries were sequenced and between 6 and 11 million reads were obtained under each condition. 

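The deposited files hold 9 libraries, from 3 independent RNA extractions of each of 3 conditions: growth at pH 6.8, growth at pH 4.5 (adapted cells), and growth at pH 6.8 followed by 45 min at pH 4.5 (acid shock). Each file gives whole-number read counts for 6310 locus tags, without normalization, from 150 nt reads aligned with Bowtie2. The files give no coordinates, so the replicon of a gene is known only where the paper or its Table S1 states it. Total counts per library ran from 12141187 to 21382055 at pH 6.8, from 12771834 to 21319270 in adapted cells and from 13232386 to 14772747 after acid shock. Between 32 and 44 locus tags had 0 counts in a library. One edgeR fit of all 9 libraries tested the 6263 genes that passed its filter on low counts. Log2 fold changes are written as acid over pH 6.8, so that a positive value means more transcript in acid. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with a fold change over 2. Replicates of one condition differed widely, with a biological coefficient of variation of 59.1% across genes. On simulated counts with this spread, the test called 0 of 50 genes changed 2-fold, 14% of those changed 4-fold and 48% of those changed 8-fold. The closest of all 36 pairs of libraries was pH 6.8 replicate 1 with pH 4.5 adapted replicate 2, at a root mean square log2 distance of 0.572. The closest pair within a condition was acid shock replicates 2 and 3 at 0.859, and the farthest of all was pH 6.8 replicates 2 and 3 at 1.79. In all rows but the last 2597, pH 6.8 replicate 1 and acid shock replicate 3 hold the same counts. No label says to which of these 2 libraries the shared counts belong. The distance of pH 4.5 adapted replicate 2 to pH 6.8 replicate 1 was 0.566 in the other rows, and its distance to acid shock replicate 3 was 1.03 in all rows and 1.46 in those.

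**Figure D1:**
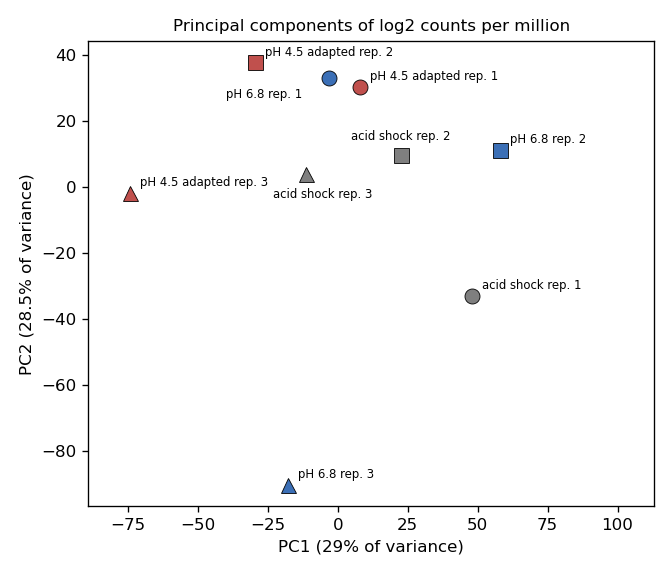
First (x axis, 29% of variance) and second (y axis, 28.5% of variance) principal components of log2 CPM, with a point per library coloured by condition and shaped by replicate. pH 6.8 replicate 3 sits at −90.3 on the second component, and pH 6.8 replicate 1 at 33.0 lies beside pH 4.5 adapted replicates 1 and 2 at 30.1 and 37.7.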

Before subsequent analysis, a normalization process was carried out to eschew statistical deviations due to differences in library sizes (Alexandre et al., 2014). Differentially expressed genes in each condition were identified using the statistical software R (Figure 3). 

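Within each sheet of Table S1, all means lay on one side, as the study chose the sheets on these samples. All 287 chromosomal genes of the sheet AR_vs_BR_UP had a lower mean in adapted cells than at pH 6.8, with a median log2 fold change of −2.31. The same held for its 59 genes on plasmid C (median −2.81), 3 on plasmid B (−2.17) and 2 on plasmid A (−2.19). In the sheet AR_vs_BR_DOWN, the 17 chromosomal genes and the 15 genes on plasmid C had a higher mean in adapted cells, with medians of 1.71 and 2.68. In the sheet AR_vs_CR_UP, 6 chromosomal genes (median −3.02), 4 genes on plasmid C (−4.81) and 1 on plasmid B (−2.55) had a lower mean after acid shock. edgeR called none of these genes. At an unadjusted p under 0.05 were 185 of the 287 and 32 of the 59, against 122 and 15 called by DESeq2. In the second sheet 10 of 17 and 12 of 15 reached that p, and DESeq2 called 8 and 10. In the third, 4 of 6 and 2 of 4 reached it, and DESeq2 called 0. The 3 sheets hold 394 entries and 388 different genes, since 6 genes stand in 2 sheets. Of the 306 different genes on the chromosome, 294 lie in the rows that pH 6.8 replicate 1 and acid shock replicate 3 share, against 13 of the 82 on a plasmid.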

394 genes were expressed differentially and most of these genes (353) were located in the chromosome, but a few were located in plasmid A (3), plasmid B (8), and plasmid C (30) (Figure 3A). RNA-seq data were submitted to the Sequence Read Archive (SRA) database with the accession number GSE108074.

**Figure 3:**
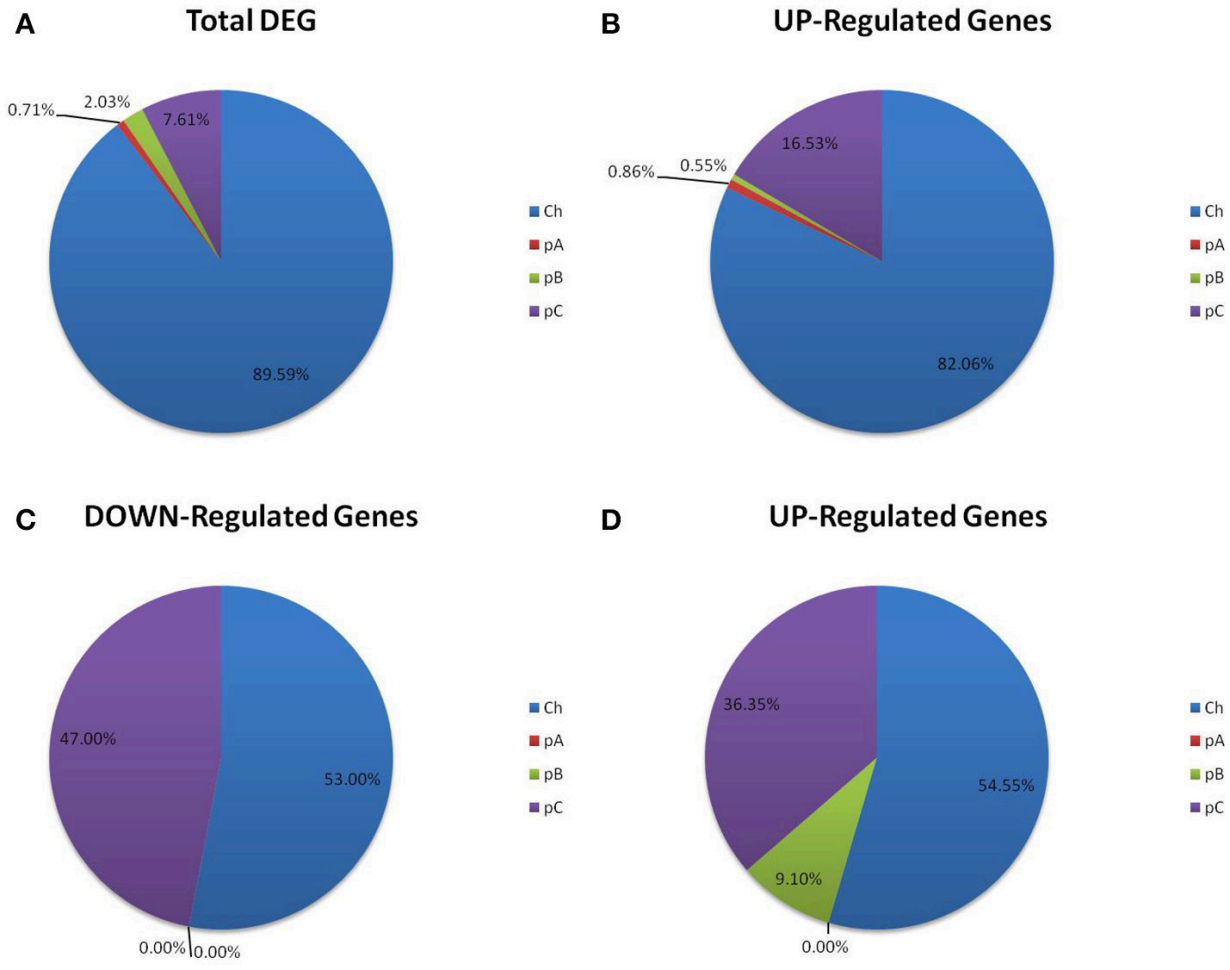
Distribution of differentially expressed genes (DEGs). Location of differentially expressed genes within the multipartite genome of *R. tropici* CIAT899. Total DEG **(A)**, up-regulated genes at pH 6.8 vs. pH 4.5 **(B)**, down-regulated genes at pH 6.8 vs. pH 4.5 **(C)** up-regulated genes at pH 6.8 vs. pH 4.5/acid shock **(D)**. Ch, chromosome; pA, pRtrCIAT899a; pB, pRtrCIAT899b; pC, pRtrCIAT899c.

When comparing the transcriptomes of cells grown at pH 6.8 to cells adapted to pH 4.5, we observed that 351 genes were induced (chromosome: 288, pA: 3, pB: 2 and pC:58, respectively) (Figure 4A). 

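The 351 genes of the sheet AR_vs_BR_UP all had a lower mean level in cells adapted to pH 4.5 than in cells grown at pH 6.8. Their median level was 368 ± 226 CPM at pH 6.8, 71.3 ± 25.7 CPM in adapted cells and 256 ± 129 CPM after acid shock (mean ± SD of the 3 library medians). Log2 fold changes in adapted cells ran from −6.15 to −0.55, with a median of −2.40. Ribosomal protein S7 (RTCIAT899_RS07330), a component of the small ribosomal subunit, went from 1283 ± 1065 to 36.3 ± 28.6 CPM (log2 fold change −5.14, standard error 1.38). Elongation factor G (RTCIAT899_RS07335), which moves the ribosome along the mRNA, went from 5755 ± 5142 to 233 ± 252 CPM (−4.63, standard error 1.63). KdpA (RTCIAT899_RS26115), a subunit of a potassium-transporting ATPase, had a log2 fold change of −5.29 and lysine N6-hydroxylase (RTCIAT899_RS27660) one of −5.19, with 776 and 590 CPM in pH 6.8 replicate 3 and under 10 CPM in the others. For 2-isopropylmalate synthase (RTCIAT899_RS12735), which makes a leucine precursor, the value was −4.35, and pH 6.8 replicate 3 held 14580 CPM of it. edgeR called 0 of the 351, with 218 at an unadjusted p under 0.05 and 146 passing when adjusted over the list alone. DESeq2 called 138 of them lower. As the study chose the list on these samples, the direction is not independent evidence. In 149 genes every adapted library lay below every pH 6.8 library, which chance gives in 5% of genes, and which the choice of the list favours. Among the pH 6.8 libraries, replicate 1 had the lowest level in 248 of the genes, and in 147 replicate 3 held more than the other libraries together. Without replicate 3 the median log2 fold change was −1.53, and 294 genes still had a lower mean in adapted cells. The paper states that these genes were induced at pH 4.5, with their log2FC given as AR vs. BR.

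**Figure D2:**
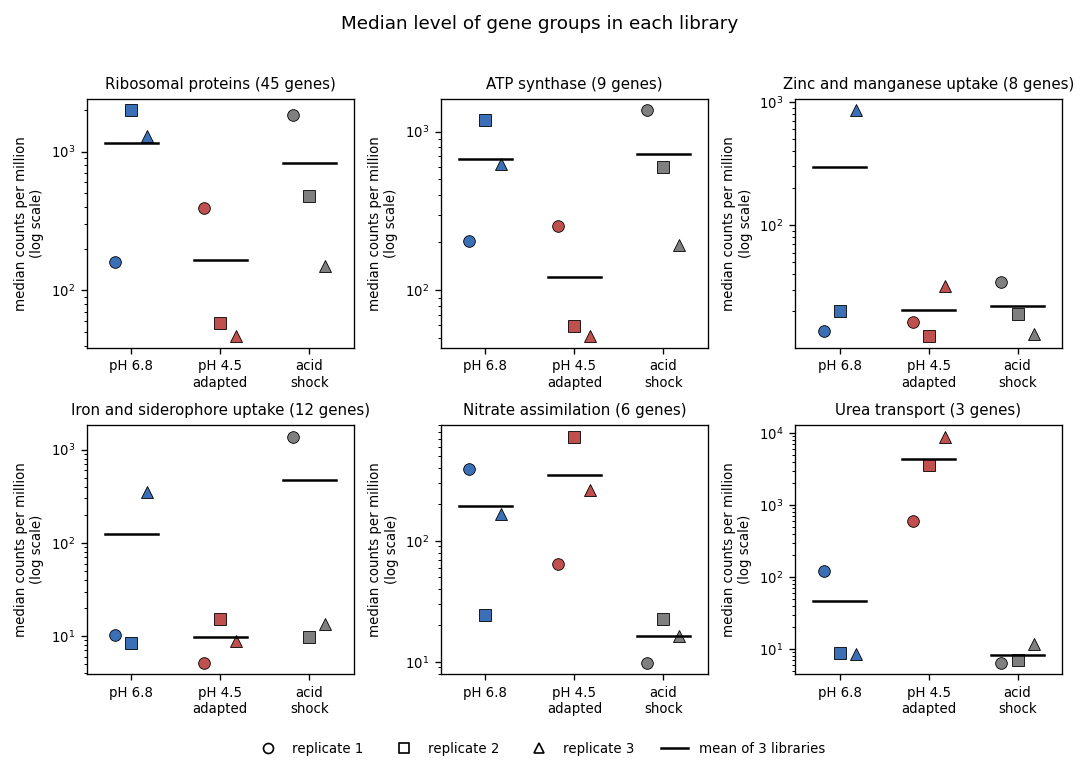
Median level (y axis, CPM, log scale) of 6 gene groups in the 3 conditions (x axis), with a point per library shaped by replicate and a line at the mean of the 3. Ribosomal protein genes sit at 160, 1980 and 1290 CPM in the pH 6.8 libraries and at 395, 58.7 and 46.7 CPM in the adapted ones, and urea transport genes at 8.57 to 121 and at 601 to 8870 CPM.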

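The 32 genes of the sheet AR_vs_BR_DOWN all had a higher mean level in cells adapted to pH 4.5. Their median level was 132 ± 59.4 CPM at pH 6.8, 1050 ± 562 CPM in adapted cells and 94.7 ± 25.3 CPM after acid shock (mean ± SD of 3 library medians). The log2 fold changes ran from 0.75 to 7.53, with a median of 2.56. The largest were those of the urea ABC transporter, which takes up urea as a nitrogen source. Its binding protein UrtA (RTCIAT899_RS28310) went from 81.3 ± 109 to 15030 ± 15080 CPM (log2 fold change 7.53, standard error 1.59) and its permease UrtB (RTCIAT899_RS28305) had a log2 fold change of 6.56 (standard error 1.52). A hybrid sensor histidine kinase (RTCIAT899_RS28315) went from 109 ± 75.9 to 635 ± 150 CPM (2.55, standard error 0.56). RTCIAT899_RS27145, a member of the list of polyamine and choline or betaine transport, went from 238 ± 325 to 2085 ± 1326 CPM (3.13, standard error 1.09). The amidase RTCIAT899_RS25690 had a log2 fold change of 2.66 (standard error 0.81). edgeR called 0 of the 32, 22 had an unadjusted p under 0.05 and 21 passed when adjusted over the list alone, while DESeq2 called 18 higher. The study chose these genes on the same samples, so their count is not independent evidence. In 21 genes all adapted libraries lay above all pH 6.8 libraries, against 5% by chance in genes not chosen on these samples. camera gave an adjusted p of 2.09e-30 with its preset correlation, and an adjusted p = 0.117 with an estimated correlation. The 3 urea transport genes lay at 121 CPM in pH 6.8 replicate 1 and at 8.63 and 8.57 CPM in replicates 2 and 3.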

The large majority of these genes was located on the chromosome and several others on plasmid C. Only very few of the induced genes were on plasmids A and B. 32 genes were repressed (chromosome: 17 and pC: 15) (Figures 3B,C, 4A). However, when comparing the transcriptomes of cells grown at pH 6.8 to the transcriptome of cells pre-grown at pH 6.8 and then acid-shocked for 45 min, only 11 genes were up-regulated (chromosome: 6, pB: 1 and pC: 4) and no gene was down-regulated under these conditions (Figures 3D, 4).

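All 11 genes of the sheet AR_vs_CR_UP had a lower mean level after acid shock than at pH 6.8, with log2 fold changes from −5.30 to −2.01 and a median of −4.46. For most of them a single pH 6.8 library carried the difference. A nitrate ABC transporter permease (RTCIAT899_RS24705) had 1323 CPM in pH 6.8 replicate 1, 12.0 and 5.78 CPM in replicates 2 and 3, and 11.3 ± 6.89 CPM after shock (SD, n = 3). Its log2 fold change of −5.30 became 0.40 without replicate 1, and that of nitrate reductase (RTCIAT899_RS24685), which reduces nitrate to nitrite, went from −4.86 to −0.05. The zinc-binding protein RTCIAT899_RS10390 of an ABC transporter (−5.24) held 1475 CPM in pH 6.8 replicate 3, and its value was 0.79 without that library. Phage shock protein A (RTCIAT899_RS28825), which responds to damage of the inner membrane, held 19680 CPM there, and its value went from −4.46 to 2.91. Acetolactate synthase 3 (RTCIAT899_RS10890), an enzyme of branched-chain amino acid synthesis, had a value of −2.26 and 5360 CPM in replicate 3. Choline-sulfatase (RTCIAT899_RS02060) had 39.7, 562 and 416 CPM in the 3 pH 6.8 libraries and a value of −3.09. edgeR called 0 of the 11, with 6 at an unadjusted p under 0.05, 0 when adjusted over the list alone and 0 by DESeq2, and the study had chosen the list on these samples. camera gave an adjusted p of 1.06e-06, or an adjusted p = 0.1 with an estimated correlation, and the median was −0.39 (adjusted p = 0.117) without pH 6.8 replicate 3. For the small number of genes, the paper proposes as possibilities a slower induction in this species or a pH of 4.5 that is too mild a stress for a large response in a short time.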

**Figure 4:**
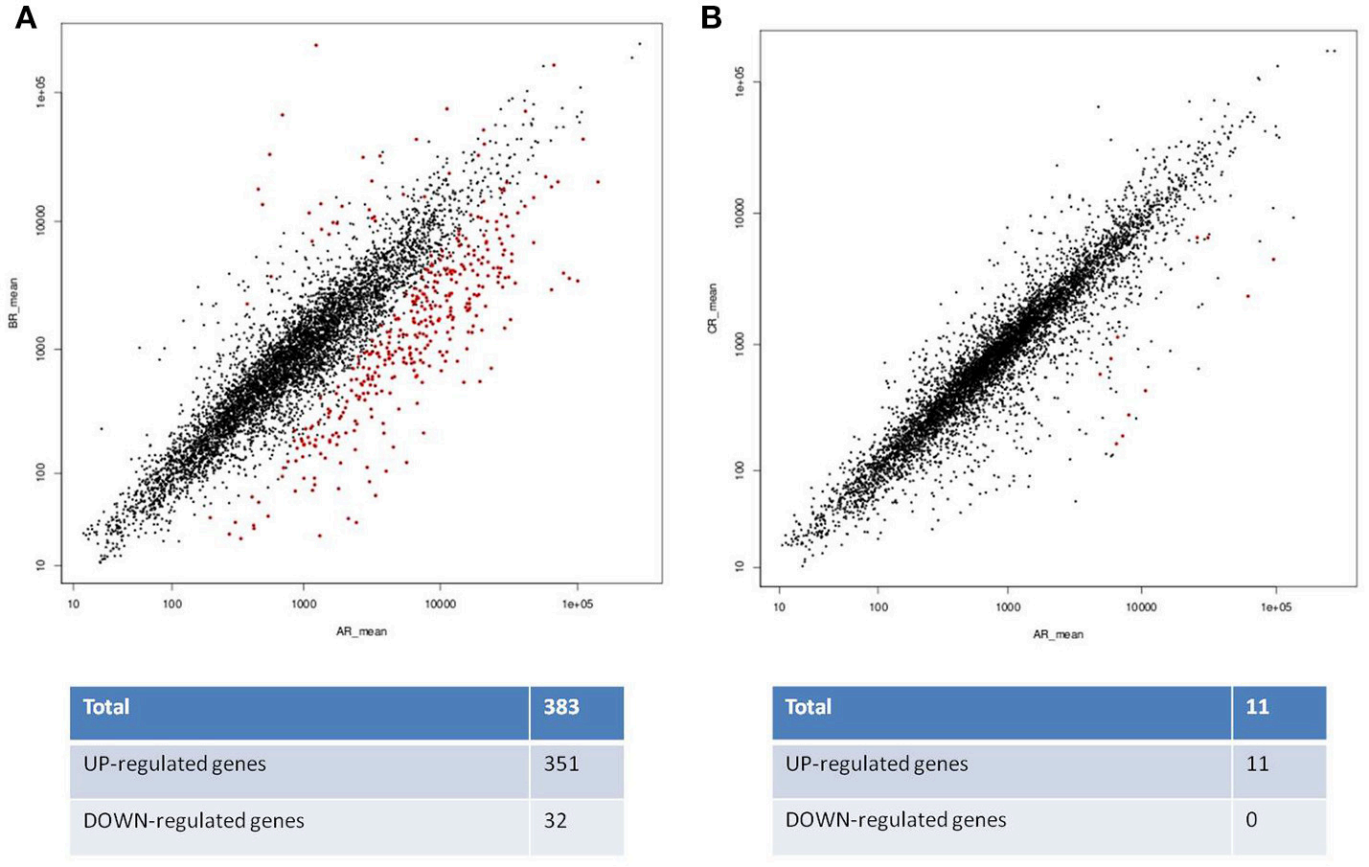
Summary plot of the expression values for both comparisons. Each dot corresponds to an expressed gene, differentially expressed genes are highlighted in red. **(A)** DEG pH6.8 (AR), vs. pH 4.5 (BR) and **(B)** DEG pH6.8 (AR) vs. 45 min acid shock at pH 4.5 (CR).

### Functional analysis of differentially expressed genes

Genes that were differentially expressed (DEGs) were grouped according to the COGs protein database (https://www.ncbi.nlm.nih.gov/COG/) and were classified into four principal categories: (1) processes and signaling, (2) information storage and processing, (3) metabolism and (4) poorly characterized (Figure 5). DEGs assigned to these principal categories were further sub-grouped. When comparing the transcriptomes of acid-adapted cells (sample BR) and control cells (sample AR), of the 126 differently expressed genes grouped into the COG category metabolism, 35 DEGs were assigned to amino acid transport and metabolism (E), 26 DEGs to inorganic ion transport and metabolism (P), 17 DEGs to energy production and conversion (C) and to coenzyme transport and metabolism (H), 15 DEGs to carbohydrate transport and metabolism (G), 7 DEGs to lipid transport and metabolism (I), 6 DEGs to nucleotide transport and metabolism (F) and finally 3 DEGs were assigned to the sub-category secondary metabolites biosynthesis, transport, and catabolism (Q). 

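In each metabolic category of Table S1, the genes of the sheet AR_vs_BR_UP had a lower mean in adapted cells. The 43 genes with letter E, amino acid transport and metabolism, had a median log2 fold change of −2.16, with 28 at an unadjusted p under 0.05 and 24 called by DESeq2. The 28 genes of ion transport (P) had a median of −2.94 (17 and 9 genes by the same measures), the 19 of energy production (C) one of −2.47 (10 and 4) and the 20 of coenzyme metabolism (H) one of −2.37 (10 and 5). For carbohydrates (G, 17 genes) it was −1.94 (9 and 5), for lipids (I, 8 genes) −1.60 (3 and 2), for nucleotides (F, 8 genes) −2.19 (8 and 5) and for secondary metabolites (Q, 6 genes) −1.87 (1 and 0). edgeR called none of these genes. Adjusted over the list alone, 25 genes of E, 0 of P, 1 of C, 3 of H, 3 of G, 0 of I, 8 of F and 0 of Q passed, in lists that the study chose on these samples. A gene with several letters counts in each. Within these categories, 6 genes of branched-chain amino acid synthesis had a median of −3.40. One of them, 3-isopropylmalate dehydrogenase (RTCIAT899_RS18455), had a log2 fold change of −2.88 (standard error 0.61, DESeq2 adjusted p = 0.000235). The 5 genes matched by words to the citric acid cycle had a median of −1.67. They include 3-isopropylmalate dehydrogenase, which is not an enzyme of that cycle. For 4 genes of fatty acid synthesis the median was −1.05. Camera's adjusted p for the categories ran from 1.82e-24 (E) to 0.00558 (Q), and the smallest was an adjusted p = 0.117 with an estimated correlation. Of the P genes 22, and of the E genes 17, had more counts in pH 6.8 replicate 3 than in the other pH 6.8 libraries together. Without that library the medians were −0.77 for P, −1.55 for H, −0.48 for G, −0.91 for I, −0.30 for Q (adjusted p = 0.483), −2.04 for branched-chain synthesis, −0.40 for the citric acid cycle (−3.60 without pH 4.5 adapted replicate 1) and −0.91 for fatty acid synthesis (adjusted p = 0.0552).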

Another principal category that is also over-represented is information storage and processing (99 DEGs). Of these DEGs, 79 DEGs were grouped to the sub-categories translation, ribosome structure and biogenesis (J), 16 DEGs to transcription (K) and 4 DEGs to replication, recombination and repair (L). 

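Of the single COG letters in the sheet AR_vs_BR_UP, J (translation) holds the most genes, 84, all with a lower mean in adapted cells. All 45 ribosomal protein genes of Table S1 lay lower, with a median level of 1140 ± 921 CPM at pH 6.8, 167 ± 198 CPM in adapted cells and 823 ± 895 CPM after shock, and a median log2 fold change of −2.74 in adapted cells. Ribosomal protein L28 (RTCIAT899_RS16330) went from 535 ± 346 to 70.4 ± 14.4 CPM (log2 fold change −2.93, standard error 0.68). The 11 translation factors had a median of −2.59. The 16 aminoacyl-tRNA synthetases, which load tRNAs with amino acids, had one of −1.96, or −1.27 without pH 6.8 replicate 2. For 7 genes of RNA polymerase and its Nus and Rho factors the median was −1.92, and the termination factor Rho (RTCIAT899_RS18590) had −2.23. Beside these, 8 tRNA genes had a median of −2.65, or −0.88 without pH 6.8 replicate 2, which held 180 CPM against 33.5 and 10.4 in the others. edgeR called 0 genes of any of these lists. At an unadjusted p under 0.05 were 22 of 45, 9 of 11, 14 of 16, 6 of 7 and 8 of 8. DESeq2 called 17, 5, 8, 5 and 3, and 17, 6, 14, 5 and 8 passed when adjusted over the list alone, although the study picked every member on these samples. By category, the medians were −2.60 for the 84 genes with letter J, −2.20 for the 18 of K and −1.67 for the 6 of L. camera gave adjusted p = 1.87e-26 for the ribosomal proteins and 9.34e-44 for category J, and with an estimated correlation an adjusted p = 0.139 and an adjusted p = 0.138. In all 45 ribosomal protein genes pH 6.8 replicate 1 was the lowest of its group, and in 81 of the 84 genes of J. pH 4.5 adapted replicate 1 held 395 CPM against 58.7 and 46.7, and without it the ribosomal median was −4.35. The other way, without pH 6.8 replicate 2 the medians were −1.9 for ribosomal proteins, −1.82 for translation factors and −1.76 for J. Without pH 6.8 replicate 3 the median of K was −1.20.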

The third principal category is cellular processes and signaling with 55 DEGs. Of these, 19 DEGs were assigned to post-translational modification, protein turnover, and chaperones (O), 15 DEGs to cell wall/membrane/envelope biogenesis (M), 8 DEGs to intracellular trafficking, secretion, and vesicular transport (U), 6 DEGs to defense mechanisms (V), 5 DEGs to signal transduction mechanism (T) and 2 DEG to cell cycle control, cell division, chromosome partitioning (D). 

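The 19 genes of protein turnover and chaperones (O) had a median log2 fold change of −1.76 in adapted cells, all with a lower mean. Of 11 chaperone and protease genes, DnaJ (RTCIAT899_RS00755), a co-chaperone of DnaK, had a value of −1.48, and the median was −1.76. It was −1.02 without pH 6.8 replicate 3, which held more counts than the other pH 6.8 libraries together in 8 of the 11. The 9 genes of protein export, which carry proteins across the inner membrane, all lay lower, at 422 ± 238 CPM at pH 6.8, 95.3 ± 41.4 CPM in adapted cells and 313 ± 183 CPM after shock. SecB (RTCIAT899_RS00030), the chaperone that keeps proteins unfolded for export, went from 311 ± 200 to 62.8 ± 22.7 CPM (log2 fold change −2.31, standard error 0.59). SecA (RTCIAT899_RS16095), the motor of the pathway, had −2.23. Category U, which holds most of these genes, had a median of −2.02 over 8 genes, and cell envelope genes (M, 16 genes) had −2.22. Defense genes (V, 8 genes) had −2.62. The 6 drug efflux genes had −2.84, or −0.91 without pH 6.8 replicate 3, which outweighed the others in all 6. Signal transduction genes (T, 8 genes) had a median of −2.53, and the 2 cell division genes (D) one of −1.37. Without pH 6.8 replicate 3 the medians were −0.81 for O, −1.02 for M, −0.91 for V and 0.00 for T (adjusted p = 0.271). edgeR called none of the genes of O, U, M, V, T and D, where 10, 7, 10, 7, 2 and 2 had an unadjusted p under 0.05 and DESeq2 called 5, 7, 7, 5 and 2 of the first 5. For protein export, 8 of 9 reached that p, DESeq2 called 8 and 8 passed when adjusted over the list alone, but the study picked these genes on the same samples. In 8 of the 9 all adapted libraries lay below all pH 6.8 libraries, against 5% by chance in genes not so picked. Its adjusted p from camera was 2.72e-11, with an adjusted p = 0.133 with an estimated correlation.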

Finally, a few DEGs are poorly characterized and cannot be classified within the other principal categories. This includes General functional prediction only (R, 12 DEGs) and Function unknown (S, 14 DEGs) (Figure 5A). 

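Of the poorly characterized categories, the 17 genes with letter R had a median log2 fold change of −2.33 in adapted cells and the 14 with letter S one of −2.75, each gene with a lower mean. edgeR called 0 of either, at an unadjusted p under 0.05 were 9 and 11, DESeq2 called 7 and 5, and 9 and 6 passed when adjusted over the list alone, in lists chosen by the study on these samples. In 11 of the S genes pH 6.8 replicate 3 held more counts than the other pH 6.8 libraries together, and the medians without it were −1.39 for R and −0.72 for S.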

When we analyzed the DEGs that were repressed comparing the transcriptomes of acid-adapted cells and control cells, 8 DEGs were grouped in amino acid transport and metabolism (E), and 3 DEGs in carbohydrate transport and metabolism (G). 

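The 8 genes of amino acid transport and metabolism (E) in the sheet AR_vs_BR_DOWN had a higher mean in adapted cells, with log2 fold changes from 1.26 to 7.53 and a median of 3.44, or 2.25 without pH 4.5 adapted replicate 3. Glutamine synthetase (RTCIAT899_RS02985), which fixes ammonium into glutamine, had the lowest of them, 1.26 (standard error 1.02), and 2.34 without pH 6.8 replicate 1. The 3 genes of carbohydrate metabolism (G) had values from 1.00 to 2.58. Among them, the substrate-binding protein RTCIAT899_RS28150 of an amino acid ABC transporter went from 76.0 ± 36.6 to 454 ± 211 CPM, and the sugar-binding protein RTCIAT899_RS01510 from 116 ± 51.6 to 626 ± 414 CPM (SD, n = 3). edgeR called 0 of the 11. An unadjusted p under 0.05 was reached by 7 of 8 and 2 of 3, DESeq2 called 5 and 2, and 7 and 2 passed when adjusted over the list alone, although the lists were chosen by the study on these samples. camera gave adjusted p = 2.06e-12 for E and 1.29e-05 for G, against an adjusted p = 0.117 and an adjusted p = 0.129 with an estimated correlation.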

To a few other subcategories, one DEG each was assigned (M, T, D, J, P, C, F, and S). 

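Among the genes of the sheet AR_vs_CR_UP with a COG letter, the 3 of ion transport (P), a nitrate permease, a zinc-binding protein and choline-sulfatase, had a median log2 fold change of −5.23 after acid shock. The 2 of energy production (C) had −3.43. Dihydrolipoamide succinyltransferase (RTCIAT899_RS16685), an enzyme of the 2-oxoglutarate dehydrogenase complex and 1 of the 2, held 4185 CPM in pH 6.8 replicate 3, and its value of −2.01 was −0.39 without that library. All had the lower mean after shock. edgeR called none. All 3 of P had an unadjusted p under 0.05 and passed when adjusted over the list alone, a list that the study drew from these samples, and DESeq2 called 0. The adjusted p from camera was 0.00096 for P, and with an estimated correlation an adjusted p = 0.138. The median of P was −2.92 without pH 6.8 replicate 3, and the call was lost (adjusted p = 0.095).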

When comparing the transcriptomes of acid-shocked cells and control cells, we found only 11 DEGs, with 6 DEGs grouped into the principal category metabolism and one DEG grouped into the principal category information storage and processing (Figure 5C). In total, 62 DEGs could not be classified in COGs (for all conditions).

**Figure 5:**
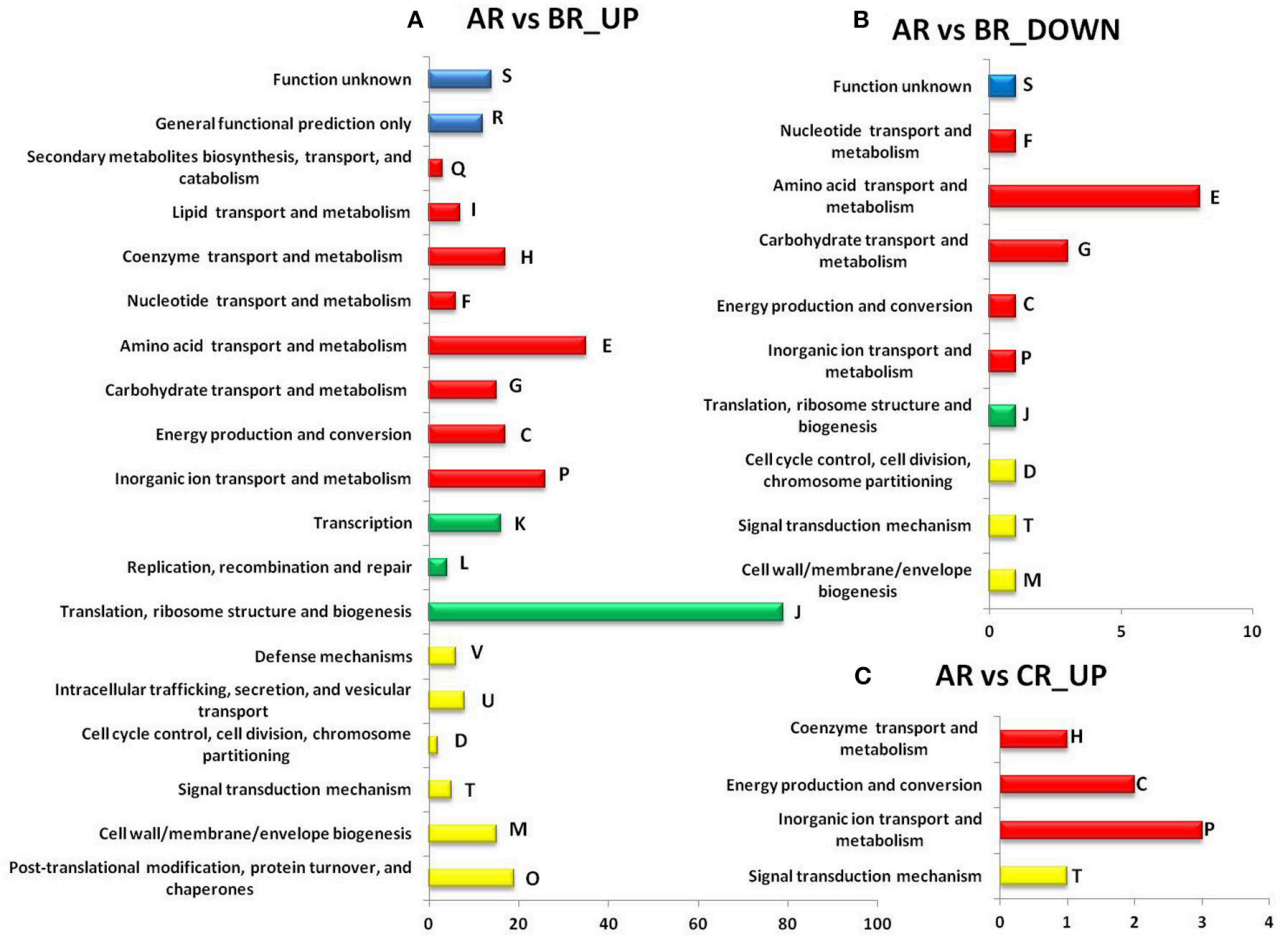
Differentially expressed genes classified in COGs (Clusters of Orthologous Groups) categories. COGs of genes up-regulated **(A)** and down-regulated **(B)** genes and COGs up-regulated affected after acid shock **(C)**. General category letter associations by groups and letters (see above); in yellow: cellular processes and signaling (D, M, O, T, U, V), in green: information storage and processing (J, K, L), in red: metabolism (C, E, F, G, H, I, P, Q) and blue: poorly characterized (R and S) (Tatusov et al., 2000, see NCBI COG website). The X axis shows the number of DEGs.

## Discussion

The effects of acid stress have been characterized best in *Enterobacteriaceae* that can be exposed to extreme changes in extracellular pH as they pass through the inhospitable environment of the stomach into the lower digestive tract (Foster, 2004; Lund et al., 2014). Rhizobia show significant variability in their ability to grow under different low pH conditions, and within this family *R. tropici* CIAT899 is among the most tolerant strains (Martínez-Romero et al., 1991; Graham et al., 1994). The capacity to grow and persist under environmental changes is essential for survival in the rhizosphere and within the nodules of leguminous plants. A Tn*5*-based transposon library of 18,300 insertional mutants was screened to identify mutants growing as the wildtype at neutral pH, but that did not grow or that showed a drastically reduced growth under low pH conditions. This strategy aimed at identifying genes specifically required for the acid stress response, but not for growth at neutral pH. We isolated 26 Tn*5* mutants that were unable to grow under acidic conditions (see Table 3). For 17 of these we could identify the transposon insertion sites, which could be located mainly to the chromosome, but also to the plasmids pA and pC. None of the selected mutants presented an insertion site in the symbiotic plasmid pB (Figure 2).

Vinuesa et al. (2003) had made a similar screening, but on a much smaller scale. One of the mutants identified in the earlier study had an insertion in the *sycA/olsC* gene cluster (Vinuesa et al., 2003; Rojas-Jiménez et al., 2005). Interestingly, the mutant JG8656 identified in the present study also had an insertion in the gene *olsC*. This gene codes for the ornithine lipid (OLs) hydroxylase OlsC, which is responsible for the 2-hydroxylation of the secondary fatty acid in OLs. This hydroxylation has been correlated to an increased resistance of *R. tropici* to acid stress and high temperatures (Vences-Guzmán et al., 2011). One hypothesis is that the presence of the additional hydroxyl group allows the formation of hydrogen bonds between lipid head groups, thereby making the membrane less fluid and less permeable to protons (Nikaido, 2003; Rojas-Jiménez et al., 2005; Vences-Guzmán et al., 2011; Sohlenkamp and Geiger, 2016). Another gene found by Vinuesa et al. was *lpiA* (*l*ow *p*H *i*nducible) encoding a putative lysyl-phosphatidylglycerol (LPG) synthase, implicated in LPG biosynthesis. LPG is a membrane lipid whose presence confers resistance to various cationic peptides to *S. aureus* (Peschel et al., 2001). The *lpiA* gene is found in an operon with *atvA* (*a*cid *t*olerance and *v*irulence), which is an orthologue of *acvB* from *A. tumefaciens*. Interestingly, in our study we found a mutant (JG163) affected in *atvA*, which is consistent with the results obtained by Vinuesa and co-workers (Vinuesa et al., 2003). Furthermore, three mutants were affected in a gene whose product is a hypothetical protein (JG1076, JG4655 and JG6057), in this case two of them have an insertion in the same ORF (JG1076, JG4655). Interestingly, two more mutants (JG283 and JG9867) also presented transposon insertions in an identical ORF. This could be indicating that the transposon mutagenesis is close to saturation.

Mutant JG241 presents an insertion in a gene encoding a putative triose phosphate isomerase enzyme (*tpiA1*). It has been reported that *H. pylori*, in addition to the genes involved in urea hydrolysis, induces genes at pH 5.5 that are related to carbohydrate metabolism (including the *tpiA* gene). An explanation suggested was that the cell's energy requirement is increased under this condition (Ang et al., 2001; Wen et al., 2003; Zanotti and Cendron, 2010). Besides, we found other mutants with insertions in genes related to anabolic and energy generation process like ribulose phosphate 3-epimerase (locus tag RTCIAT899_RS09635), prolyl aminopeptidase (RTCIAT899_RS05920) and acetyl-coenzyme A synthetase (Acs) (RTCIAT899_RS18500). Another mutant (JG283) presented an insertion in a gene encoding a polysaccharide biosynthesis protein. Polysaccharide and exopolysaccharide biosynthesis has been reported to help counteract high proton concentrations by preventing protons from passing into the cell (Aarons and Graham, 1991; Graham et al., 1994; Reeve et al., 1997, 1998; Hellweg et al., 2009). Mutant JG9587 has a Tn*5* insertion in an ORF encoding a putative antiporter protein, whose function could be to expel protons toward the periplasm under acid stress conditions. In *E. coli* the Na^+^/H^+^ antiporter (NhaA) helps to maintain Na^+^ and H^+^ homeostasis and several reports indicate that NhaA activity is increased at high or neutral pH (Padan et al., 2004; Padan, 2008). In contrast, *H. pylori* has a Na^+^/H^+^ antiporter whose activity is high at acidic and neutral pH, indicating that *H. pylori* employs this antiporter under acidic conditions (Inoue et al., 1999).

In some bacteria an increase of the extracellular proton concentration is sensed through two-component systems (Lund et al., 2014), examples being the PhoPQ system from *S. typhimurium* which is induced in acidic conditions (Prost et al., 2007) and the ArsRS system from *H. pylori*, which senses increased proton concentrations and responds by regulating genes of biosynthesis and metabolism of the urease system (Pflock et al., 2006). Mutant JG2646 presented a transposon insertion in a gene encoding a response regulator. This gene is found in an operon with a gene encoding a histidine kinase, and so this two-component system may be sensing the external pH and may be responsible for the activation of a subset of genes under this condition. Two more mutants had transposon insertions in genes encoding transcription factors (JG9477 and JG8654). These genes code for proteins with homology to MarR and FtrA (locus tag RTCIAT899_ RS00995 and RTCIAT899_RS009190), respectively. MarR presents similarity to the transcriptional regulator Rv1404 from *Mycobacterium tuberculosis*, which regulates the transcription of the genes *rv1403c* and *rv1405c* encoding putative *S*-adenosyl methionine (SAM)-dependent methyltransferases. This activation under acid stress conditions (pH 5.5) also requires *phoP* (Healy et al., 2016). In the case of FtrA, there are no reports about its role acid stress conditions.

In mutant JG5373 the transposon insertion is probably affecting a gene whose product might be involved in catalyzing the condensation of formaldehyde and glutathione to *S*-hydroxymethylglutathion (*gshA*). In the genomic context of *R. tropici* CIAT899, a glutamate synthase (possibly *gshB*) is located downstream of *gshA*. Ricillo et al. reported that a mutant affected in a gene involved in the biosynthesis of tripeptide glutathione (*gshB*) in *R. tropici* was affected in growth under acidic conditions (Riccillo et al., 2000). It is possible that the transposon insertion in the mutant JG5373 creates a polar effect affecting glutathione biosynthesis and causing susceptibility to acid stress. Most often an polar effect occurs when the transposon is inserted into the first ORFs of an operon affecting the expression of the downstream genes of the same operon (Zipser, 1969). In our study, we identified three mutants (JG4882, JG163 and JG2646), whose Tn*5* insertion occurred in putative operon, however, only the mutant JG2646 has the insertion in the first gene (Supplementary Figure S1) of the operon. The latter transposon insertion can be expected to cause a polar effect on the expression of the downstream genes. This hypothesis was verified by a complementation assay of mutant JG2646: the gene encoding for the response regulator alone was not able to complement the mutant phenotype when provided in trans whereas the complete operon (including the histidine kinase (HK), locus tag RT899_RS05455) complemented the mutant phenotype when provided in trans.

The results obtained by our library screening indicate that outside of certain conserved components of the acid stress response, such as response regulators or antiporters, the genes necessary for an acid stress response vary from species to species. To study the acid stress response from another angle we used RNA-seq to analyze the transcriptomes of *R. tropici* CIAT899 cells grown at neutral pH (6.8, control condition), of cells grown at pH 4.5 (acid-adapted cells), and of cells pre-grown at pH 6.8 and then acid-shocked for 45 min at pH 4.5. We chose such a short time (45 min) for the acid shock because we were interested in the very first transcriptional responses. Earlier transcriptome studies in *S. meliloti* 1021 applied a pH shift from pH 7.0 to pH 5.75 (the lowest pH at which *S. meliloti* grows) for varying times (from 3 to 63 min), observing the maximum induction between 33 and 63 min (Hellweg et al., 2009). Our RNA-seq results exhibit that gene expression of *R. tropici* CIAT899 was broadly changed by the acid stress. Hundreds of genes (351 up-regulated and 32 down-regulated in acidic conditions and 11 up-regulated in acid shock) were significantly up- or down-regulated under acidic conditions (Table 4 and Supplementary Table S1). These differently expressed genes (DEGs) can be functionally grouped according to the predicted functions of the encoded proteins. 

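Over the whole genome, 349 genes had a mean more than 2-fold higher and 769 a mean more than 2-fold lower in adapted cells than at pH 6.8. After acid shock these counts were 182 and 467. edgeR called 0 genes in both comparisons, with a smallest adjusted p of 0.434 in adapted cells and 0.999 after shock, and 8 genes higher in adapted cells without pH 6.8 replicate 1 (smallest adjusted p = 0.0168). At an unadjusted p under 0.05, 187 genes lay higher and 421 lower in adapted cells, and 12 higher and 92 lower after shock. DESeq2 called 60 genes higher and 169 lower in adapted cells and 0 after shock, where its smallest adjusted p was 0.0891, for the polyamine or betaine transport gene RTCIAT899_RS27145. Every library of one condition lay above every library of the other in 13.3% of the genes for adapted cells, where chance gives 10%. pH 6.8 replicate 1 and acid shock replicate 3 share a block of rows with the same counts. Among the 2569 genes tested outside that block, the share was 10.7% for adapted cells and 4.4% for shock. Equal counts in both groups hinder separation for shock in the shared rows. Set against each other, adapted cells differed from shocked cells in 691 genes at an unadjusted p under 0.05, and DESeq2 called 156 higher and 146 lower in adapted cells, with 0 called by edgeR (smallest adjusted p = 0.275). With only these libraries in the fit edgeR called 20 genes higher and 0 lower, 9 and 0 with the replicate number as a block as well, chosen after the data had been seen, and 21 and 0 with all libraries but pH 6.8 replicate 1. Of 64 gene lists tested with camera, 6 lay higher and 40 lower in adapted cells, and 1 higher and 25 lower after shock. With an estimated correlation the count was 0 in both. Most of these lists hold genes that the study chose on these samples, and some lists overlap, so the counts are not independent evidence.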

We identified several genes associated with metal transport (like RTCIAT899_RS04615, RTCIAT899_RS04620, RTCIAT899_RS04610, RTCIAT899_RS17535, RTCIAT899_RS10385, or RTCIAT899_RS14255). It is known that in tropical acid soils high concentrations of metals like Zn^2+^, Co^2+^, Cd^2+^, Ni^2+^, and often, Mn^2+^, Fe^2+^, Cu^2+^ and mercury ions are very common. Therefore, these metal transporters could be contributing to the efflux of these metals to avoid the toxic effects of metal ions (Montanini et al., 2007) when the cells encounter high proton and metal concentrations. 

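The 6 metal transport genes had a lower mean in adapted cells, with log2 fold changes from −5.75 to −1.67 and a median of −3.87. For 5 of them the counts at pH 6.8 came mostly from replicate 3. The Mn/Zn ABC transporter permease RTCIAT899_RS04615 held 2.56, 3.30 and 658 CPM in pH 6.8 replicates 1, 2 and 3, and its log2 fold change of −5.75 (standard error 1.98) was 0.50 without replicate 3. For the ATP-binding protein RTCIAT899_RS04620 of the same transporter the levels were 1.28, 2.89 and 1120 CPM, and the value went from −5.54 to 1.96. The substrate-binding protein RTCIAT899_RS04610 went from −4.19 to 0.13 and RTCIAT899_RS10385 from −2.69 to 0.38. RTCIAT899_RS17535 held 71.9, 73.9 and 1903 CPM, with a value of −3.55, or −0.32 without replicate 3. The exception was RTCIAT899_RS14255, at 842 ± 212 CPM at pH 6.8, 264 ± 191 CPM in adapted cells and 2108 ± 1825 CPM after shock (SD, n = 3), with a value of −1.67 (standard error 0.87). edgeR called 0 of the 6, 3 had an unadjusted p under 0.05, DESeq2 called 1 and 0 passed when adjusted over the list alone, a list that the study had chosen on these samples. camera gave an adjusted p of 0.00256, or an adjusted p = 0.213 with an estimated correlation, and without replicate 3 the median was 0.26 (adjusted p = 0.934). Over the 8 genes of zinc and manganese uptake in Table S1, which include a cobalamin synthesis protein, the median was −3.44 with all libraries and 0.44 without replicate 3. edgeR and DESeq2 called 0 of these 8, and 4 had an unadjusted p under 0.05.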

ABC transporters transport solutes across the membrane utilizing the energy of ATP hydrolysis and they have been over-expressed after acid shock in other bacteria, including *S. aureus* (Bore et al., 2007). In our study, several of the identified DEGs encoded ABC transporters that were significantly over-expressed under acid stress (Jia et al., 2017) (Figure 5 and Supplementary Table S1). Furthermore, we identified a few putative transcription factors that might be implicated in the regulation of efflux pumps under acid stress (like DeoR, RTCIAT899_RS29995; TetR, RTCIAT899_RS10760, RTCIAT899_RS28830, or YebC/PmpR, RTCIAT899_RS14585). 

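Of the 49 genes of Table S1 whose product names an ABC transporter, 31 had a lower and 18 a higher mean in adapted cells, with log2 fold changes from −5.75 to 7.53. The 3 urea transport genes stood highest, with a median of 6.56. The 4 genes of polyamine and choline or betaine transport, compounds that also serve as osmoprotectants, had a median of 1.95 (3.42 without pH 6.8 replicate 1), with 3 higher and 1 lower, at 193 ± 116 CPM at pH 6.8, 736 ± 229 CPM in adapted cells and 24.2 ± 3.19 CPM after shock. The 11 amino acid ABC transporter genes divided into 4 higher and 7 lower (median −1.35), and the 5 sugar ABC transporter genes into 1 higher and 4 lower (median −2.70). The 8 genes of sulfate assimilation and sulfonate uptake all lay lower, with a median of −1.91, as did the sulfonate transport gene RTCIAT899_RS10220 at −2.70. edgeR called 0 of the 49. At an unadjusted p under 0.05, 14 lay higher and 20 lower, by DESeq2 13 and 13, and adjusted over the list alone 13 and 19, with all members picked by the study on these samples. In 22 of them pH 6.8 replicate 3 outweighed the other pH 6.8 libraries together. The median of the 49 was −2.30, and 0.38 without that library, while for the sugar transporters it was 1.00 without it. As a list the 49 showed no net shift against other genes (camera, adjusted p = 0.49, or 0.0219 and a median of −1.91 without pH 6.8 replicate 2). That test looks for a shift in a common direction, so it can miss members that move both ways, as these did. The urea transport genes had a camera adjusted p of 6.58e-09, and an adjusted p = 0.117 with an estimated correlation.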

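The 4 regulators had a lower mean in adapted cells, with a median log2 fold change of −2.44. The DeoR regulator RTCIAT899_RS29995 held 46.9, 29.4 and 5737 CPM in the pH 6.8 libraries, and its value of −4.35 (standard error 1.95) was 1.32 without replicate 3. The TetR regulator RTCIAT899_RS28830 held 934 CPM in replicate 3, and its value went from −2.31 to 1.21. The other TetR regulator, RTCIAT899_RS10760, had a value of −2.56 (standard error 1.03) in adapted cells and 1.24 after shock. YebC/PmpR (RTCIAT899_RS14585) went from 480 ± 272 CPM at pH 6.8 to 107 ± 25.9 CPM in adapted cells (SD, n = 3; −2.16, standard error 0.55, DESeq2 adjusted p = 0.00393). edgeR called 0 of the 4, while 2 had an unadjusted p under 0.05, DESeq2 called 1 and 1 passed when adjusted over the list alone, in a list chosen by the study on these samples. camera gave an adjusted p of 0.00361, an adjusted p = 0.117 with an estimated correlation, and a median of −0.49 (adjusted p = 0.154) without pH 6.8 replicate 3.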

The TetR family of transcriptional regulators has been reported to be involved in the regulation of efflux pumps (Perrone et al., 2017) and drug efflux in mycobacteria (Betts et al., 2003; Wei et al., 2014). Among the DEGs that were up-regulated were also the *hyc* genes encoding hydrogenases proteins. In *E. coli* and *Salmonella* these hydrogenases can reduce acid stress by proton consumption and H_2_ production. 

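No product in Table S1 names a hydrogenase, an enzyme that makes or consumes hydrogen gas. The sheet AR_vs_BR_UP holds 10 products that name a dehydrogenase, enzymes that take hydride from a substrate, and the sheet AR_vs_BR_DOWN holds 1. All 10 had a lower mean in adapted cells, with log2 fold changes from −3.08 to −0.69 and a median of −1.94. edgeR called 0 of the 10, 4 had an unadjusted p under 0.05 and DESeq2 called 3. The study picked these genes on the same samples.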

In this study, 10 genes encoding hydrogenases were over-expressed and the transcriptional induction of hydrogenase genes observed in this study is probably involved in the acid stress response, indicating that *R. tropici* uses this mechanism to resist high proton concentrations (Supplementary Table S1; Hayes et al., 2006; Zbell and Maier, 2009; Noguchi et al., 2010; Jia et al., 2017). F_0_F_1_ synthase normally catalyzes the synthesis of ATP from ADP using the energy derived from an electrochemical proton gradient. Under acid stress conditions, hydrolysis of ATP may be used to expel protons from the cytoplasm. This flow of protons through the F_0_ subunit could contribute to pH homeostasis and therefore contributed to acid stress response like in *E. coli* or *Corynebacterium glutamicum* (Diez et al., 2004; Barriuso-Iglesias et al., 2013). In our study we identify two gene clusters encoding several subunits of F_0_F_1_ ATPase encompassing nine genes involved in the assembly of the two units of ATPase (F_0_ and F_1_), which are up-regulated more than 4 times at pH 4.5 compared to pH 6.8. 

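The 9 F0F1 ATP synthase genes of Table S1, whose enzyme makes ATP from the proton gradient or pumps protons with ATP, all had a lower mean in adapted cells. Their median level was 669 ± 489 CPM at pH 6.8, 122 ± 115 CPM in adapted cells and 717 ± 593 CPM after shock (mean ± SD, n = 3). In adapted cells the log2 fold changes ran from −3.06 to −1.99, with a median of −2.61. The alpha subunit (RTCIAT899_RS16595) went from 1967 ± 1349 to 236 ± 220 CPM (−3.06, DESeq2 adjusted p = 0.0322), and the epsilon subunit (RTCIAT899_RS16580) had a value of −2.23 (standard error 1.23). The value of RTCIAT899_RS04125, of the other cluster, was −2.90. After shock the median was −0.06 (camera, adjusted p = 0.706), and its sign changed with total counts and with upper-quartile factors. It was −1.03 (adjusted p = 0.0176) without acid shock replicate 1 and −0.49 (adjusted p = 0.0383) without pH 6.8 replicate 1. The other way, it was 0.47 without acid shock replicate 3 and 0.44 without pH 6.8 replicate 2 (camera, adjusted p = 0.279 and 0.239). Too few of the 9 genes lie outside the rows with the same counts in pH 6.8 replicate 1 and acid shock replicate 3 to be tested there. Equal counts in both groups make a difference after shock smaller, so the small median does not show that shock had no effect. edgeR called 0 of the 9 in adapted cells, 6 had an unadjusted p under 0.05, DESeq2 called 3, and 2 passed when adjusted over the list alone, which the study had drawn from these samples. In 3 genes all adapted libraries lay below all pH 6.8 libraries, where chance gives 5%. camera gave an adjusted p of 6.58e-09, against an adjusted p = 0.139 with an estimated correlation. pH 6.8 replicate 1, at a median of 205 CPM against 1180 and 622, was the lowest of its group in all 9 genes, and pH 4.5 adapted replicate 1 held 255 CPM.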

Sigma factors are subunits of the bacterial RNA polymerase (RNAP) playing important roles in transcription initiation, especially during promoter recognition. Specific sigma factors have functions during the differential expression of genes during abiotic stress, during development or during specific growth phases (Paget, 2015). The sigma factor E (SigE) in *M. tuberculosis* is up-regulated during acid stress response, and Bansal et al. (2017) demonstrated that PhoP interacts with acid-inducible extra-cytoplasmic SigE to regulate a complex transcriptional of genes. In this study, we observed that three sigma factors (RTCIAT899_RS15835, RTCIAT899_RS13855, and RTCIAT899_RS12250) were induced during the acid stress response. These sigma factors are possibly responsible for regulating other genes important for growth under acid conditions. In addition, forty hypothetical proteins were differentially expressed in acidic conditions (see Table 4 and Supplementary Table S1). 

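The 3 sigma factors, the subunits that direct RNA polymerase to promoters, had a lower mean in adapted cells. RTCIAT899_RS15835 held 11.9, 9.89 and 443 CPM in the pH 6.8 libraries, and its log2 fold change of −3.40 (standard error 1.56) was 0.43 without replicate 3. RTCIAT899_RS13855 was at 2722 ± 3658 CPM at pH 6.8, with 6929 CPM in replicate 3, and at 849 ± 95.3 CPM in adapted cells (SD, n = 3). Its value was −1.68, and 0.46 without replicate 3. The primary sigma factor RpoD (RTCIAT899_RS12250) lay at 1360 ± 239 CPM at pH 6.8, 929 ± 179 CPM in adapted cells and 1100 ± 144 CPM after shock, a log2 fold change of −0.55 (standard error 0.46) in adapted cells. edgeR called none of the 3, the counts at an unadjusted p under 0.05, adjusted over the list alone and by DESeq2 were 0, and the study had chosen the genes on these samples. camera gave an adjusted p of 0.192, with a median of −1.68. Without pH 6.8 replicate 2 these were 0.0219 and −2.21, and without replicate 3 the median was 0.43.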

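All but 1 of the 41 hypothetical proteins of Table S1 stand in the sheet AR_vs_BR_UP, and all 41 had a lower mean in adapted cells. Their median level was 168 ± 158 CPM at pH 6.8, 27.8 ± 4.18 CPM in adapted cells and 95.3 ± 54.6 CPM after shock (mean ± SD of 3 library medians). In adapted cells the log2 fold changes ran from −6.15 to −0.71, with a median of −2.65. Those with the smallest adjusted p were RTCIAT899_RS01245 (−1.98) and RTCIAT899_RS00265 (−1.73). After shock 34 had a lower and 7 a higher mean, with a median of −0.77, and 0.18 without pH 6.8 replicate 3 or −1.49 without acid shock replicate 1. edgeR called 0 of the 41 in adapted cells, 26 had an unadjusted p under 0.05, DESeq2 called 15, and 16 passed when adjusted over the list alone, all of them picked by the study on these samples. camera gave an adjusted p of 5.78e-19, or an adjusted p = 0.133 with an estimated correlation. In 25 of the genes pH 6.8 replicate 3 held more than the other pH 6.8 libraries together, and without it the median was −0.86.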

Further studies are required to explore the functions of these proteins under acid stress. We also specifically looked at the transcriptome data of orthologues of genes that had been reported to contribute to the acid stress response in other bacteria. For example, the gene glutathione synthase (RTCIAT899_RS01980) and the molecular chaperone DnaK (RTCIAT899_RS00760), have a log_2_FC of 1 and 1.8 respectively. 

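Glutathione synthase (gshB, RTCIAT899_RS01980), which completes the antioxidant glutathione, lay at 218 ± 137 CPM at pH 6.8, 108 ± 7.22 CPM in adapted cells and 177 ± 43.1 CPM after shock (mean ± SD, n = 3). Its log2 fold change in adapted cells was −1.02 (standard error 0.46), and −0.38 without pH 6.8 replicate 3. DnaK (RTCIAT899_RS00760), a chaperone that refolds proteins, lay at 4748 ± 3316, 1317 ± 169 and 3693 ± 2167 CPM. Its log2 fold change was −1.85 (standard error 0.75, edgeR adjusted p = 0.478, DESeq2 adjusted p = 0.0808), and −1.11 without pH 6.8 replicate 3. The 3 chaperone genes of Table 5 all had a lower mean in adapted cells, with a median of −0.93. edgeR and DESeq2 called 0 of them, 1 had an unadjusted p under 0.05, and the list did not pass camera (adjusted p = 0.0558, or 0.00639 with a median of −2.43 without pH 4.5 adapted replicate 1). The median shrank to −0.39 without pH 6.8 replicate 2, −0.44 without pH 4.5 adapted replicate 2 and −0.49 without pH 4.5 adapted replicate 3.

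**Figure D3:**
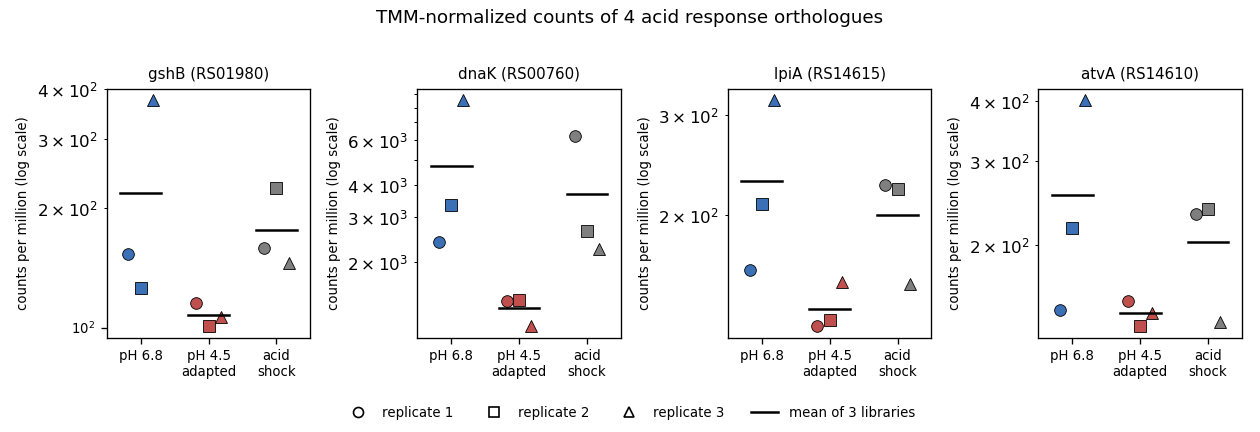
Level (y axis, CPM) of gshB, dnaK, lpiA and atvA in the 3 conditions (x axis), with a point per library shaped by replicate and a line at the mean of the 3. In adapted cells gshB averages 108 CPM and dnaK 1317 CPM, below their means of 218 and 4748 CPM at pH 6.8.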

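In adapted cells lpiA (RTCIAT899_RS14615), a gene of lysyl-phosphatidylglycerol synthesis, lay at 138 ± 13.7 CPM and its neighbour atvA (RTCIAT899_RS14610) at 143 ± 8.60 CPM, against 229 ± 80.3 and 254 ± 132 CPM at pH 6.8 (mean ± SD, n = 3). Their log2 fold changes were −0.74 (standard error 0.38) and −0.83 (standard error 0.45), and −0.43 and −0.34 without pH 6.8 replicate 3. Of the 38 orthologues of acid response genes of other bacteria, 19 had a higher and 19 a lower mean in adapted cells, with values from −1.85 to 2.46. The 9 urease genes, whose enzyme frees ammonia from urea, all lay higher, at 90.1 ± 77.2 CPM at pH 6.8, 173 ± 78.3 CPM in adapted cells and 92.4 ± 64.9 CPM after shock. Among them, ureG (RTCIAT899_RS13665) went from 77.4 ± 25.7 to 425 ± 172 CPM (2.46, standard error 0.48, DESeq2 adjusted p = 4.35e-05). Of the 10 exopolysaccharide genes 7 lay higher and 3 lower (median 0.19), of the 5 cyclopropane fatty acid synthase genes 1 and 4, and of the 7 genes of ion transport and glutathione 1 and 6. edgeR called 0 of the 38. At an unadjusted p under 0.05, 2 lay higher and 1 lower, and 1 lay higher both by DESeq2 and adjusted over the list alone. These genes were chosen from earlier reports, not on these samples. With camera and all libraries, only the urease genes among these groups differed from other genes (adjusted p = 1.41e-05), and not with an estimated correlation (adjusted p = 0.138). The exopolysaccharide genes passed without pH 4.5 adapted replicate 1 (median 0.42, adjusted p = 0.0439), and had a median of 0.50 without pH 6.8 replicate 3. The 38 together passed without pH 6.8 replicate 1 (adjusted p = 0.0192) or pH 4.5 adapted replicate 3 (adjusted p = 0.0196). The urease median was 0.91, and 1.87 without pH 6.8 replicate 1, 0.55 without pH 6.8 replicate 3 and 0.61 without pH 4.5 adapted replicate 1.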

Genes such as *lpiA* (RTCIAT899_RS14615) and *atvA* (RTCIAT899_RS14610) also have a similar log_2_FC, and most of the orthologues of genes involved in the acid response in other bacteria have very low log_2_FC values or are even repressed (Table 5). 

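After acid shock, 46 genes had all shock libraries above all pH 6.8 libraries and 67 had them below among the 2569 tested outside the rows that pH 6.8 replicate 1 and acid shock replicate 3 share, which is 4.4% where chance gives 10%. The 45 ribosomal protein genes had a median log2 fold change of −0.55, with 42 lower and 3 higher (camera, adjusted p = 0.000212, or adjusted p = 0.775 with an estimated correlation). That median was 0.16 without pH 6.8 replicate 2, −0.04 without acid shock replicate 3 (adjusted p = 0.934) and −1.81 without acid shock replicate 1 (adjusted p = 3.02e-14). Too few of the 45 genes lie outside the shared rows to be tested there, so their median and p rest on counts that stand in both groups. Of the 6 nitrate assimilation genes 5 had a lower mean after shock, with a median of −3.17, and −0.21 without pH 6.8 replicate 1. The 4 genes of polyamine and choline or betaine transport all lay lower, with a median of −3.55, and −1.26 without that library. These lists had adjusted p = 0.000946 and 5.64e-05 from camera, and with an estimated correlation an adjusted p = 0.138 and an adjusted p = 0.11. The 351 genes of the sheet AR_vs_BR_UP had a median of −0.52 after shock, and −0.10 without pH 6.8 replicate 2 or 3. Both comparisons use the same pH 6.8 libraries, in which these genes were chosen as high, so a lower mean after shock is expected of them without any response. edgeR and DESeq2 called 0 of these genes, of which 0 ribosomal protein, 4 nitrate and 3 polyamine or betaine genes and 25 of the 351 had an unadjusted p under 0.05. The study picked the members of all these lists on these samples.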

To our surprise only a very small number of genes was induced in response to 45 min of acid shock. We had designed our experiment based on the article published by Hellweg et al. (2009). Maybe the transcription induction responding to acid stress is slower in *R. tropici*, but there is also the possibility that pH 4.5 is not sufficiently stressful for the bacteria to induce a major short-term response (Figure 6). Although *R. tropici* grows slower at pH 4.5 than at pH 6.8, there is no clear adaptation phase visible in the growth curve obtained at the lower pH.

**Table 4:** List of differentially expressed genes showing the strongest induction or repression.

**Locus tag**	**Location**	**Log2FC**	**COG**	**Function**
**UP-REGULATED GENES pH 4.5 vs. pH 6.8**				
RTCIAT899_RS04615	Chromosome	5.7363999	P	Mn/Zn ABC transporter permease
RTCIAT899_RS04620	Chromosome	5.5273566	P	Mn/Zn ABC transporter ATP-binding protein
RTCIAT899_RS26115	pRtrCIAT899c	5.2777315	P	Potassium-transporting ATPase subunit A
RTCIAT899_RS27660	pRtrCIAT899c	5.1789806	Q	L-lysine 6-monooxygenase (Lysine 6-N-hydroxylase)(Lysine N(6)-hydroxylase) (Lysine-N-oxygenase)
**RTCIAT899_RS10390**	**Chromosome**	**5.1308622**	**P**	**Zinc ABC transporter substrate-binding protein**
RTCIAT899_RS07330	Chromosome	5.1206373	J	30S ribosomal protein S7
RTCIAT899_RS07325	Chromosome	5.0474634	J	30S ribosomal protein S12
**RTCIAT899_RS28825**	**pRtrCIAT899c**	**4.8717347**	**KT**	**Phage shock protein A, PspA**
RTCIAT899_RS13555	Chromosome	4.7818776	P	HmuS-like siderophore transporter
RTCIAT899_RS01890	Chromosome	4.7545879	S	Metallopeptidase
RTCIAT899_RS13560	Chromosome	4.7083112	P	Hemin ABC transporter substrate-binding protein
RTCIAT899_RS07335	Chromosome	4.6010438	J	Elongation factor G
RTCIAT899_RS28820	pRtrCIAT899c	4.464704	S	Hypothetical protein
RTCIAT899_RS29995	pRtrCIAT899c	4.3322649	KG	DeoR family transcriptional regulator
RTCIAT899_RS12735	Chromosome	4.3314229	E	2-isopropylmalate synthase
**RTCIAT899_RS10890**	**Chromosome**	**4.252498**	**EH**	**Acetolactate synthase 3 large subunit**
RTCIAT899_RS04610	Chromosome	4.1803897	P	Mn/Zn ABC transporter substrate-binding protein
RTCIAT899_RS23310	Chromosome	4.173639		Hypothetical protein
RTCIAT899_RS16580	Chromosome	2.2041402	C	F0F1 ATP synthase subunit epsilon
**RTCIAT899_RS16685**	**Chromosome**	**1.8911647**	**C**	**Dihydrolipoamide succinyltransferase**
**DOWN-REGULATED GENES pH 4.5 vs. pH 6.8**				
RTCIAT899_RS11180	Chromosome	−0.7724538	D	Cell division protein FtsZ
RTCIAT899_RS25455	pRtrCIAT899c	−1.0066353	C	Oxidoreductase alpha (molybdopterin) subunit
RTCIAT899_RS15135	Chromosome	−1.0153571	G	Maltodextrin phosphorylase
RTCIAT899_RS02985	Chromosome	−1.2719958	E	Glutamine synthetase 2
RTCIAT899_RS15110	Chromosome	−1.7130873	S	Transglutaminase
RTCIAT899_RS13620	Chromosome	−2.014387	E	Zn-dependent hydrolase
RTCIAT899_RS01510	Chromosome	−2.4492838	G	Sugar ABC transporter substrate-binding protein
RTCIAT899_RS28315	pRtrCIAT899c	−2.5649069	T	Hybrid sensor histidine kinase/response regulator
RTCIAT899_RS28150	pRtrCIAT899c	−2.594403	G	Amino acid ABC transporter substrate-binding protein
RTCIAT899_RS25690	pRtrCIAT899c	−2.6742957	J	Amidase
**UP-REGULATED GENES SHOCK BY ACID (pH 4.5/45 MIN)**				
RTCIAT899_RS24705	pRtrCIAT899c	5.280397	P	Nitrate ABC transporter, permease protein
**RTCIAT899_RS10390**	**Chromosome**	**5.225411**	**P**	**Zinc ABC transporter substrate-binding protein**
RTCIAT899_RS24685	pRtrCIAT899c	4.829516	C	Nitrate reductase
**RTCIAT899_RS28825**	**pRtrCIAT899c**	**4.419892**	**T**	**Phage shock protein A, PspA**
RTCIAT899_RS02060	Chromosome	3.059133	P	Choline-sulfatase
**RTCIAT899_RS10890**	**Chromosome**	**2.250506**	**H**	**Acetolactate synthase 3 large subunit**
**RTCIAT899_RS16685**	**Chromosome**	**1.982522**	**C**	**Dihydrolipoamide succinyltransferase**

*Genes differentially expressed in both conditions are highlighted in boldface. DEGs were those with a p-value in hypergeometrical test inferior to 0.15*.

**Table 5:** Expression of genes whose orthologues are reported to be involved in acid stress response in other bacteria.

**Gene**	**Locus tag**	**log2FC**		**Product**	**References**
		**AB**	**AC**		
*lpiA*	RTCIAT899_RS14615	0.72083386	0.17611909	Low pH inducible protein	Vinuesa et al., 2003
*atvA*	RTCIAT899_RS14610	0.81060257	0.31216314	Acid tolerance and virulence protein	
*olsC*	RTCIAT899_RS13445	−0.16562978	−0.35630822	Ornithine lipid biosynthesis protein OlsC	Vences-Guzmán et al., 2011
*eptA*	RTCIAT899_RS13365	0.45261766	−0.28158652	Phosphoethanolamine transferase	Martinić et al., 2011
*cfa1*	RTCIAT899_RS04265	0.52083757	−0.09048503	Class I SAM-dependent methyltransferase	Shabala and Ross, 2008
*cfa2*	RTCIAT899_RS17235	0.03053786	−0.92576353	Class I SAM-dependent methyltransferase	
*cfa3*	RTCIAT899_RS24775	−0.7897075	−0.08312349	Class I SAM-dependent methyltransferase	
*cfa4*	RTCIAT899_RS18940	0.67863217	0.54558424	SAM-dependent methyltransferase	
*cfa5*	RTCIAT899_RS18960	0.18275374	0.45288988	SAM-dependent methyltransferase	
*Exo*	RTCIAT899_RS06570	−1.33771965	−0.11074631	EPS transporter family	Yuan et al., 2008
*exoX*	RTCIAT899_RS29115	0.10549587	0.69617043	EPS production repressor protein ExoX	Hellweg et al., 2009
*Exo*	RTCIAT899_RS29675	0.33066767	0.12072731	EPS synthesis protein	Cunningham and Munns, 1984
*Exo*	RTCIAT899_RS24840	−1.07127212	−0.35927437	Putative EPS biosynthesis protein	
*exoZ*	RTCIAT899_RS07595	−0.09169763	0.17806745	EPS production protein exoz	
*Exo*	RTCIAT899_RS10240	0.06877117	−0.05075594	EPS biosynthesis protein	
*exoQ*	RTCIAT899_RS29130	−0.87644662	−0.09605896	EPS polymerase ExoQ	
*Exo*	RTCIAT899_RS27545	−0.72836468	0.54432119	EPS polymerization protein	
*Exo*	RTCIAT899_RS24315	−0.11007681	−0.08717239	EPS biosynthesis protein	
*Exo*	RTCIAT899_RS24280	−0.29950943	−0.15973563	EPS biosynthesis protein	
*trkD*	RTCIAT899_RS04105	0.2878656	−0.04007632	Potassium transporter Kup	Foster, 2004
*gshB*	RTCIAT899_RS01980	1.00662168	0.28522761	Glutathione synthase	Riccillo et al., 2000
*kefB/kefC*	RTCIAT899_RS04005	−0.13325459	0.09956478	System protein KefB/KefC	
*Clc*	RTCIAT899_RS10520	−0.01091242	0.05697754	Chloride channel protein	Accardi and Miller, 2004
*Clc*	RTCIAT899_RS04900	−0.00017649	−0.31726611	ClC-type chloride channel	
*Clc*	RTCIAT899_RS14650	0.02874732	−0.2712195	ClC-type chloride channel	
*sycA*	RTCIAT899_RS13450	0.00631424	−0.32276777	ClC-type chloride channel	Rojas-Jiménez et al., 2005
*dnaK*	RTCIAT899_RS00760	1.83544366	0.34592161	Molecular chaperone DnaK	Teixeira-Gomes et al., 2000; Bearson et al., 2006
*groL*	RTCIAT899_RS03935	0.61461457	−0.3681504	Molecular chaperone GroEL	Zanotti and Cendron, 2010
*groS*	RTCIAT899_RS03940	0.9051802	−0.26609308	Molecular chaperone GroES	Zanotti and Cendron, 2010
*ureC*	RTCIAT899_RS13685	−0.75813131	−0.1082779	Urease subunit alpha	Mobley et al., 1995; Bandara et al., 2007
*ureE*	RTCIAT899_RS13675	−0.90771714	0.23427801	Urease accessory protein UreE	
*ureF*	RTCIAT899_RS13670	−0.71555469	−0.03317185	Urease accessory protein UreF	
*ure*	RTCIAT899_RS13700	−1.03377163	−0.10253492	Urease subunit beta	
*ure*	RTCIAT899_RS13715	−1.18510604	0.08358709	Urease accessory protein	
*ure*	RTCIAT899_RS13710	−0.99533936	−0.03468376	Urease subunit gamma	
*ureG*	RTCIAT899_RS13665	−2.47268777	0.08669492	Urease accessory protein UreG	
*ure*	RTCIAT899_RS13690	−0.77758167	0.04132216	Urease accessory protein	
*ure*	RTCIAT899_RS13705	−0.92906417	−0.10094011	Hypothetical protein	

**Figure 6:**
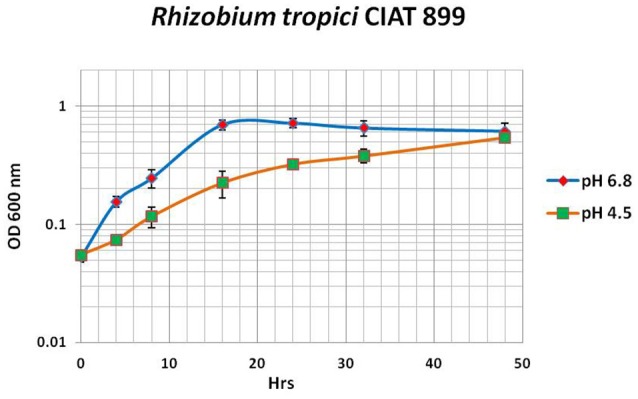
Growth of *Rhizobium tropici* CIAT 899 in minimal medium adjusted to different pH values. Wild type was grown either in MM (pH 6.8, blue) or MAM (pH 4.5, red). Cultures were grown at 30°C in a gyratory shaker. Growth was observed by measuring the OD 620 and the generation time was calculated (2.2 h at pH 6.8 and 1.9 h at pH 4.5). Mean values for triplicate replicates are shown for each condition ± standard deviation (bars).

As expected, both, the Tn*5* mutagenesis and RNA-seq approach, produced complementary sets of results. But, the use of both approaches allows the identification of a wider range of genes involved in the acid stress response. Therefore, with this work, we make an important step toward comprehending the genetic bases to understanding the acid stress response in *R. tropici* CIAT899. Much works remains to be done to understand how all the identified genes contribute to the acid stress response. This is especially interesting in the case of genes where the correlation to acid stress is not completely obvious.

## Author contributions

JG-C and CS designed the study. JG-C and CS carried out the experiments. JG-C and LL carried out the data analysis. JG-C and CS were involved in drafting the manuscript and all authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Supplementary Table S1 Complete list of differentially expressed genes. DEGs over-regulated in acid stress conditions. AR_vs_BR_UP (pH 6.8 vs. pH 4.5), AR_vs_BR_DOWN (pH 6.8 vs. pH 4.5) and AR_vs_CR_UP (pH 6.8 vs. acid shock 45 min). Genes differentially expressed in both conditions are highlighted in boldface.

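Each sheet lists locus tags with their replicon, COG letter, product and a log2FC. The values of the sheets, and those of Tables 3 and 5, follow the ratio of the mean at pH 6.8 over the mean in acid. Computed from the files on that scale, 494 of 500 values (98.8%) lay within 0.05 of the listed one, and 5 (1%) lay within 0.05 of it with the other sign. A positive log2FC in the sheets thus stands for a higher mean at pH 6.8, and a negative one for a higher mean at pH 4.5 or after shock.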

Supplementary Figure S1 Genomic context of Tn5 mutants from *R. tropici* CIAT899. White arrows represent the genes that were interrupted by the transposon Tn*5* (yellow triangles), gray arrows represent neighboring genes to each mutated gene, black lines indicate the genome of *R. tropici* CIAT899.

How the deposited data were processed for this re-analysis (not part of the article)

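RNA of *R. tropici* CIAT 899 was measured by sequencing in 9 libraries, 3 each from cells grown at pH 6.8, from cells adapted to growth at pH 4.5, and from cells grown at pH 6.8 and held for 45 min at pH 4.5. The counts in the deposited files were made by the authors, who aligned 150 nt reads of TruSeq libraries to the genome with Bowtie2 and used SAMtools, and the authors deposited them as whole-number counts per locus tag, without normalization. The paper's text gives no versions of these tools and does not name the read counter, the strand setting or the annotation. The replicates were deposited one by one, so their spread can be measured. No annotation of the genome comes with the files. Products, COG letters and replicons were taken from the tables of the paper, and genes outside those tables are known only by locus tag.

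The conditions of the libraries were taken from their labels. Total counts per library ran from 12141187 to 21382055 at pH 6.8 (median 13589880), from 12771834 to 21319270 in adapted cells (median 13175376) and from 13232386 to 14772747 after acid shock (median 13261169). The spread between replicates was wide, with a common dispersion of 0.35 and 3.1 prior degrees of freedom. The TMM factors lay between 0.704 and 1.15, the lowest being that of pH 6.8 replicate 3. A check of the files found that pH 6.8 replicate 1 and acid shock replicate 3 hold identical counts outside the last 2597 rows. Both libraries were kept, and results without them and from the other rows alone were computed beside.

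All 3 groups were fitted together in R 4.3.3 with edgeR 4.0.16, using TMM factors, filterByExpr, the quasi-likelihood F test and 6 residual degrees of freedom. The filter left 6263 of 6310 genes. Adapted cells were compared with pH 6.8, shocked cells with pH 6.8, and adapted with shocked cells, the last of which tests the difference between both responses. Log2 fold changes are acid over pH 6.8, or adapted over shocked. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 with a fold change over 2, the thresholds given in the paper's methods. CPM were computed by edgeR with the TMM factors, and each SD is over 3 libraries. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1, so the tests borrow the spread across genes.

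Gene lists were tested with camera of limma 3.58.1 at its preset correlation of 0.01, with adjustment over the 64 lists of at least 3 genes. Of 48 lists defined by words in the product, 36 found members among the products of Table S1, and since that table holds genes picked on these samples, so do these lists. A further 12 lists were taken from the paper, of which those of Tables 3 and 5 rest on other evidence. The sheets of Table S1 and their COG letters were also lists. Matching by words brought in some unrelated members, which are named where the list is given. The preset correlation takes the genes of a list as nearly independent, and with the correlation estimated from the data no list passed in any comparison.

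Genes named in the text are those that the paper names in its text and in Tables 3, 4 and 5, the 10 largest rises and falls among called genes (there were none), and in each list with no called gene up to 2 members with the smallest adjusted p. Other genes of Table S1 are given as groups. These rules, the tests, the thresholds and the lists were chosen before the data were examined, when the values in the paper's tables had been seen.

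The procedure was tested on simulated data with the spread of these libraries, in which 200 genes were changed. It called 0 of 50 genes changed 2-fold, 7 of 50 changed 4-fold, 24 of 50 changed 8-fold and 39 of 50 changed 16-fold, with 4 false calls. With a spread of 0.1 times that dispersion, 54% at 2-fold and 98% at 4-fold were called. For a list of 30 genes moved 2-fold camera gave a p of 3.44e-15, and for a random list 0.845. The simulated genes varied independently of each other, so this does not test camera on lists whose genes vary together.

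The alternatives were other scaling factors (DESeq2 size factors, total counts, upper quartile), no filter or one of 50 counts in 3 libraries, other tests (the DESeq2 1.42.0 Wald test, limma-voom, and a score against replicate noise at 0.95 written after the description of NOISeq-real), only the groups compared, the replicate number as a block, each library left out in turn, other thresholds, and for lists an estimated correlation or fry. Others were added after the data were seen. They left out pH 6.8 replicate 1 and acid shock replicate 3 together, used only the last 2597 rows, or made the fit robust. Another took the replicate number as a block in a fit of only the adapted and shock libraries. The paper and the labels do not say what a replicate number stands for. Residuals of equal numbers correlated by 0.314, 0.308 and 0.288 between adapted and shock libraries, so the numbers were taken to pair these, on the evidence of the data alone, and not those of the other comparisons, where correlations ran down to −0.487. NOISeq 2.14.1, which the paper names, could not be run. A test of replicons against all genes was left out, because no gene was called and the replicon of most genes outside Table S1 is not known. Insertion mutants, growth curves and plant tests have no data in the files.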

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

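The counts over other splits of the libraries and the fit with a block were set up only after the results had been seen.

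The 4 genes of polyamine and choline or betaine transport had medians on opposite sides of pH 6.8 in the 2 acid responses, a log2 fold change of 1.95 in adapted cells, with 3 higher and 1 lower, and −3.55 after shock, with all 4 lower. Compared directly, their median was 4.43 higher in adapted than in shocked cells, with values from 1.74 to 7.15 and all 4 higher. The largest was that of the polyamine-binding protein RTCIAT899_RS27145, which lay at 2085 ± 1326 CPM in adapted and 14.7 ± 3.84 CPM in shocked cells (SD, n = 3). camera gave an adjusted p of 1.09e-06 for this difference, fry an adjusted p of 0.0472, and camera an adjusted p = 0.152 with an estimated correlation. The study picked all 4 genes on these samples, which favours such differences, so neither the directions nor these p are independent evidence. edgeR called 0 of the 4, or 1 with the replicate number as a block in a fit of only these libraries (permease RTCIAT899_RS27150), 3 had an unadjusted p under 0.05, and DESeq2 called 3. pH 6.8 replicate 1 held a median of 325 CPM of these genes, above the 110 and 143 CPM of the other pH 6.8 libraries, and without it the medians were 3.42 in adapted cells and −1.26 after shock.

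Among genes that the paper's tables do not hold, DESeq2 called 41 higher and 31 lower in adapted cells, while edgeR called 0 genes. In 27 of the 41 and 30 of the 31 the libraries of both conditions did not overlap, which chance gives in 10% of all genes but which is no support here, since the genes were picked by a test on the same libraries. The files do not pair these locus tags with products. Examples are RTCIAT899_RS12880 (log2 fold change 1.36, DESeq2 adjusted p = 0.0024), RTCIAT899_RS29765 (2.12, DESeq2 adjusted p = 0.00362), RTCIAT899_RS15700 (−1.31, DESeq2 adjusted p = 0.00137) and RTCIAT899_RS26385 (−1.94, DESeq2 adjusted p = 0.00259).

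Splitting 6 libraries into 3 and 3 gives 10 splits, too few for a share under 0.05. The real split had 0 called genes in each of the 3 comparisons. The highest count of the other splits was 4 for the pH 6.8 and adapted libraries, 0 for the pH 6.8 and shock libraries and 0 for the adapted and shock libraries.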

How the results depend on the processing

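Some fits were added after the data had been seen. They left out both libraries that share counts, used only the last 2597 rows, or made the spread robust. The block of the adapted and shock libraries was added then as well. With DESeq2 size factors, total counts, upper-quartile factors, no filter, a filter of 50 counts, other thresholds, limma-voom and the other added fits, 0 genes were called in each comparison. Over the scalings, the filters and limma-voom, 492 to 611 genes in adapted cells had an unadjusted p under 0.05. DESeq2 called 60 higher and 169 lower in adapted cells against pH 6.8, and 156 and 146 against shock. The noise score called 7 and 18 in adapted cells, 2 and 14 after shock, 31 and 31 between adapted and shocked cells, and 5 lower in both responses. With only the groups compared, 20 genes lay higher in adapted than in shocked cells. Leaving out 1 library in turn gave 0 to 8 genes higher in adapted cells and 0 to 21 higher against shock, in both cases the highest count without pH 6.8 replicate 1, and 0 to 0 in all other counts of genes.

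Of the lists, most of which hold genes that the study chose on these samples, 6 lay higher and 40 lower in adapted cells. The counts were 1 and 25 after shock, and 9 and 36 between adapted and shocked cells. With an estimated correlation all these counts were 0, and with fry they were 0 and 0, 0 and 0, and 1 and 0. After shock, limma-voom and the replicate block gave 0 lists higher, and the noise score 2 higher and 41 lower. The rows outside the shared ones gave 3 and 16, 0 and 6, and 4 and 8 lists, with fewer genes in each. Without 1 library, 1 to 8 lists lay higher and 6 to 39 lower after shock, with the extremes without pH 6.8 replicate 3 (8 and 6) and replicate 1 (39).

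Some lists changed direction without 1 library. In adapted cells the median for zinc and manganese uptake ran from −4.08 to 0.44, the latter without pH 6.8 replicate 3. After shock, also without that library at the upper end, it ran from −4.00 to 0.44 for the same list, −2.80 (without pH 6.8 replicate 1 and acid shock replicate 3) to 0.35 for sugar transporters, −1.70 to 0.86 for drug efflux, −1.03 to 0.37 for chaperones and proteases, −1.49 to 0.18 for hypothetical proteins, and −4.00 to 0.78 for the metal transport genes. For the 351 genes of the sheet AR_vs_BR_UP it ran from −1.17 to −0.10, with a test in the other direction without pH 6.8 replicate 3 (median −0.102). Without pH 6.8 replicate 2 the upper ends were 0.16 for ribosomal proteins (lowest −1.81) and 0.48 for tRNA genes (lowest −1.91). For iron uptake the median ran from −3.32 without acid shock replicate 1 to 5.05 without pH 6.8 replicate 3. Beyond the libraries left out, the cause was not tested.

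Over all alternatives, 4179 values of single genes kept their direction and side of the threshold, 283 changed direction without a call and 30 passed the threshold, and of the lists 3252 kept direction and side, 247 lost and 84 gained the call, 103 without a call changed direction and 11 were reversed. Total counts in place of TMM moved the median of all genes by 0.152 after shock and upper-quartile factors by 0.0746 in adapted cells. For both comparisons with pH 6.8, residuals of equal replicate numbers correlated from −0.487 to 0.423 across genes, those of different numbers by −0.0213 on average, and 3 of the 9 libraries matched best with their own number, so the libraries share only a number there. With the number as a block edgeR called 0 genes, with 473 and 44 at an unadjusted p under 0.05. The block of only the adapted and shock libraries, added after the data had been seen, called 9 genes higher and 0 lower, with 940 at that p, and 10 lists higher and 37 lower. Among these lists, camera's call was gained for all ABC transporters (median 0.123, adjusted p = 0.0131) and the chaperones of Table 5 (−1.34, adjusted p = 0.0391). No other call of a list changed. The run without rRNA and tRNA genes left out only the tRNA genes of Table S1, since no others are named, and the test of replicons was not run. The wide spread limits what could be called, since in simulated data 14% of 4-fold changes were.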

Differences from the paper's values

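Values are set beside the paper's at an adjusted p under 0.05 and a fold change over 2, which its methods state, but with edgeR in place of NOISeq. Whether these thresholds gave its lists is unclear, since the methods also state a threshold of 0.95, a note to Table 4 gives another p, and 19 of the 351 and 3 of the 32 listed log2FC stand for a fold under 2. The paper gives 351 genes as induced in adapted cells, 32 as repressed and 11 as up-regulated after shock, and edgeR called 0, 0 and 0 in the directions its log2FC denotes. Of the alternatives set before the data were examined, DESeq2 called 169 and 60 genes in adapted cells, 138 of the 351 and 18 of the 32 among them, and 0 after shock. The noise score called 18, 7 and 14, among them 18 of the 351, 6 of the 32 and 4 of the 11, and its 14 is the only count within 1.5 times of the paper's. Without pH 6.8 replicate 1 there were 8 genes in place of the paper's 32, and 1 of the 32 was among them. All other alternatives gave 0 and differ from the paper's values.

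The paper states 6 to 11 megareads per condition, and the deposited libraries hold 12.1 to 21.4 megacounts each. The paper's text places 8 genes on plasmid B and 30 on plasmid C, and its Table S1 lists 4 and 78. The paper counts 10 genes encoding hydrogenases, and 0 products of Table S1 name a hydrogenase, although 10 in the sheet AR_vs_BR_UP name a dehydrogenase. These values do not depend on the alternatives.

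On the paper's scale of pH 6.8 over acid, 3 of 108 log2 fold changes in its text and tables have another sign in the fit. For RTCIAT899_RS10520 the paper's value is −0.01091242 and the fit gives 0.00527 (standard error 0.366). For RTCIAT899_RS04900 the paper's value is −0.00017649 and the fit gives 0.014 (standard error 0.364). For RTCIAT899_RS13710 after shock the paper's value is −0.03468376 and the fit gives 0.0182 (standard error 0.802). Each of the 3 is far smaller than its standard error. Of the alternatives set before the data were examined, the first has the paper's sign and lies within a standard error of its value with total counts, upper-quartile factors, limma-voom, the replicate block and without pH 4.5 adapted replicate 2. The second does so with total counts, upper-quartile factors, without pH 6.8 replicate 1 and without pH 4.5 adapted replicate 3. The last does so with total counts, limma-voom, only the groups compared, the replicate block, and without pH 4.5 adapted replicates 1 or 2 or acid shock replicates 1 or 2. In all others each differs, by its sign or, for the first without pH 6.8 replicate 3 and the last without pH 6.8 replicate 1, by its size alone. Of the 108, DESeq2 size factors, DESeq2, the noise score, no filter and the fit without tRNA genes differ in 3, the stricter filter in 3 of 106, only the groups compared in 2, total counts and limma-voom in 10, upper-quartile factors in 9, the replicate block in 14 and the fits without 1 library in 7 to 40.

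As written in acid over pH 6.8, several directions stand against the paper's wording. The paper describes the 351 genes as induced at pH 4.5, and all 351 had a lower mean there, as most of the highlighted points of Fig. 4A also have. It describes the 32 genes as repressed, and all 32 had a higher mean. The 11 genes it describes as up-regulated by shock all had a lower mean after shock. For the response regulator RTCIAT899_RS05450, which it gives as induced in both conditions, the log2 fold changes were −1.14 and −1.43. For gshB and dnaK, given with positive values, they were −1.02 and −1.85. The ATP synthase genes, given as up-regulated, had a median of −2.61, the 3 sigma factors −1.68 and the 6 metal transport genes −3.87. The urease genes, with negative values in Table 5, had a median of 0.91. The sizes of the changes match on the paper's own scale, where 494 of 500 values lie within 0.05.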

Other observations

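Chosen only after the results had been seen were the tests of the shared counts, of a wrong label on pH 6.8 replicate 1, of depth and scaling, of the scale of the paper's values, the distances without pH 6.8 replicate 1 or outside the shared rows, and the fit with a block.

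The 12 genes of iron and siderophore uptake, by which cells take up scarce iron, had a median log2 fold change of −5.37 in adapted against shocked cells, with all 12 lower (camera, adjusted p = 1.63e-06, and adjusted p = 0.263 with an estimated correlation). Without acid shock replicate 1 that median was −0.58, and with the block of the adapted and shock libraries −2.03. They had a median level of 9.73 ± 5.03 CPM in adapted cells, while single libraries stood far above, acid shock replicate 1 at 1380 CPM and pH 6.8 replicate 3 at 351 CPM. In adapted cells the median log2 fold change against pH 6.8 was −3.92, and 0.04 without pH 6.8 replicate 3. After shock it was 1.22, with 11 of 12 higher, and −3.32 without acid shock replicate 1. The hemin transport gene RTCIAT899_RS13555 held 879 CPM in the former library and 1530 CPM in the latter. edgeR called 0 of the 12 in adapted cells, 4 had an unadjusted p under 0.05, and DESeq2 called 3, with all members picked by the study on these samples.

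Nitrogen and sulfur genes were also compared between adapted and shocked cells. The 6 nitrate assimilation genes were at 64.3, 727 and 261 CPM in adapted cells, 391, 24.6 and 167 CPM at pH 6.8, and 9.83, 22.7 and 16.4 CPM after shock. Against pH 6.8, 3 had a higher and 3 a lower mean in adapted cells (camera, adjusted p = 0.833), and against shock 5 of 6 were higher, with a median of 1.74 (adjusted p = 0.0311, and adjusted p = 0.244 with an estimated correlation). This call is lost without acid shock replicate 1 (median 1.62, adjusted p = 0.106) or pH 4.5 adapted replicate 2 (median 1.86, adjusted p = 0.0787). The 3 urea transport genes had a median of 9.05 in adapted against shocked cells (adjusted p = 9.53e-09, and adjusted p = 0.152 with an estimated correlation). The 8 genes of sulfate assimilation and sulfonate uptake had one of −2.49 (adjusted p = 2.87e-07, and adjusted p = 0.244 with an estimated correlation), and −1.58 without acid shock replicate 2. edgeR called 0 of these genes, or 1 with that block or with only the 2 groups in the fit (nitrate permease RTCIAT899_RS24705), and also the urea transport genes RTCIAT899_RS28305 and RTCIAT899_RS28310 without pH 6.8 replicate 1. At an unadjusted p under 0.05 were 3 of the 6, 3 of the 3 and 5 of the 8, and DESeq2 called 3, 3 and 4. The study picked these genes on the same samples.

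pH 6.8 replicate 1 lay nearer to the adapted libraries (mean log2 distance 0.983) than to the other pH 6.8 libraries (1.45), a ratio of 0.678. The counts it shares with acid shock replicate 3 are not the whole source of this, since the ratio was 0.691 in the rows outside them. It lay about as near to acid shock replicates 1 and 2, at a mean of 1.02, so the nearness is not particular to adapted libraries. pH 6.8 replicates 2 and 3 themselves lay 1.79 apart. A wrong label on this library stays open and may account for its place. The genes taken were 81 that differ 4-fold between the adapted libraries and pH 6.8 replicates 2 and 3. In 87.7% of them replicate 1 was nearer to the adapted ones, where an adapted library left out of the choice reached 59.9% or more. This cannot decide the label, since the genes were chosen because replicates 2 and 3 lay far from the adapted libraries. The libraries left out were scored on another choice of genes, and no acid shock library was scored. The urea-binding protein RTCIAT899_RS28310 was at 207 CPM in this library and 2724 to 31860 CPM in the adapted ones. This cannot decide the label either, since the study chose that gene with this library counted as pH 6.8. The median of the 3 urea transport genes was 121 CPM in this library, above the 8.63 and 8.57 CPM of pH 6.8 replicates 2 and 3. The urease genes, at 177 CPM, lay within the adapted range of 93.6 to 250 CPM, against 65.8 and 28.1 CPM in those replicates. A pH 6.8 culture whose state was nearer to that of adapted cells was not tested and stays open.

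pH 6.8 replicate 3 held 142 genes at least 10-fold above both other pH 6.8 libraries, where replicate 1 held 27 and replicate 2 held 43. Of the 142, 70 stand in the sheet AR_vs_BR_UP and 4 in AR_vs_CR_UP, metal uptake and phage shock genes among them, and 71 have no name in the paper. pH 4.5 adapted replicate 3 has about the same total counts and lay below it by a median of 3.46 on the log2 scale, which argues against depth alone. Depth is not excluded, since that library is of another condition and the genes were picked as high in pH 6.8 replicate 3. The scaling is too small to be the source. The TMM factor of pH 6.8 replicate 3 was 0.704 (log2 −0.506), which raises its CPM, and those of replicates 1 and 2 were 1.15 and 0.999. Against this stands a median log2 difference of 4.79 from the other pH 6.8 libraries. Another state of that culture, such as a lack of metals, was not tested and stays open.

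The direction of the changes opposes the paper's wording, and the paper's log2 fold changes were taken as pH 6.8 over acid, since 98.8% of them lie within 0.05 of that ratio of means. Whether the pH 6.8 and adapted libraries carry each other's labels cannot be told apart from the labels as given. The paper's growth data do not settle it, since its text gives slower growth at pH 4.5 and the legend of Fig. 6 a shorter generation time. Earlier reports that the paper cites give lpiA as induced in acid, and gshB as induced by quantitative PCR. As labelled, both had a lower mean in adapted cells, with log2 fold changes of −0.74 (standard error 0.38) and −1.02 (standard error 0.46). edgeR called neither, so these genes leave the question open as well. Shocked cells had grown at pH 6.8, so their libraries should lie nearer to pH 6.8, but the ratios of their mean distances to pH 6.8 over adapted were 0.854, 0.879 and 0.996. In the rows outside the shared ones they were 0.854, 0.87 and 0.892, which argues against exchanged labels. Without pH 6.8 replicate 1, whose own label is in doubt, they were 0.861, 1 and 0.923 in those rows and 0.851, 1.03 and 1.16 in all, which keeps the exchange open.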
